# Cell-specific microarray profiling experiments reveal a comprehensive picture of gene expression in the *C. elegans *nervous system

**DOI:** 10.1186/gb-2007-8-7-r135

**Published:** 2007-07-05

**Authors:** Stephen E Von Stetina, Joseph D Watson, Rebecca M Fox, Kellen L Olszewski, W Clay Spencer, Peter J Roy, David M Miller

## Abstract

**Background:**

With its fully sequenced genome and simple, well-defined nervous system, the nematode *Caenorhabditis elegans *offers a unique opportunity to correlate gene expression with neuronal differentiation. The lineal origin, cellular morphology and synaptic connectivity of each of the 302 neurons are known. In many instances, specific behaviors can be attributed to particular neurons or circuits. Here we describe microarray-based methods that monitor gene expression in *C. elegans *neurons and, thereby, link comprehensive profiles of neuronal transcription to key developmental and functional properties of the nervous system.

**Results:**

We employed complementary microarray-based strategies to profile gene expression in the embryonic and larval nervous systems. In the MAPCeL (Microarray Profiling *C. elegans *cells) method, we used fluorescence activated cell sorting (FACS) to isolate GFP-tagged embryonic neurons for microarray analysis. To profile the larval nervous system, we used the mRNA-tagging technique in which an epitope-labeled mRNA binding protein (FLAG-PAB-1) was transgenically expressed in neurons for immunoprecipitation of cell-specific transcripts. These combined approaches identified approximately 2,500 mRNAs that are highly enriched in either the embryonic or larval *C. elegans *nervous system. These data are validated in part by the detection of gene classes (for example, transcription factors, ion channels, synaptic vesicle components) with established roles in neuronal development or function. Of particular interest are 19 conserved transcripts of unknown function that are also expressed in the mammalian brain. In addition to utilizing these profiling approaches to define stage-specific gene expression, we also applied the mRNA-tagging method to fingerprint a specific neuron type, the A-class group of cholinergic motor neurons, during early larval development. A comparison of these data to a MAPCeL profile of embryonic A-class motor neurons identified genes with common functions in both types of A-class motor neurons as well as transcripts with roles specific to each motor neuron type.

**Conclusion:**

We describe microarray-based strategies for generating expression profiles of embryonic and larval *C. elegans *neurons. These methods can be applied to particular neurons at specific developmental stages and, therefore, provide an unprecedented opportunity to obtain spatially and temporally defined snapshots of gene expression in a simple model nervous system.

## Abstract 2

A novel strategy for profiling *Caenorhabditis elegans *cells identifies transcripts highly enriched in either the embryonic or larval *C. elegans *nervous system, including 19 conserved transcripts of unknown function that are also expressed in the mammalian brain.

## Background

The nematode *Caenorhabditis elegans *is a widely used model system for developmental studies. The major tissues of complex metazoans, (muscle, intestine, nervous system, skin, and so on) are represented in the worm, but the entire animal is composed of fewer than 1,000 somatic cells. Owing to this simplicity and to the rapid development of the *C. elegans *body plan, the anatomy of every adult cell has been described and the patterns of division giving rise to each one are known [1,2]. The *C. elegans *genome is fully sequenced [3,4] and encodes over 20,000 predicted genes. Thus, *C. elegans *offers a unique opportunity to identify specific combinations of genes that define the differentiation and structure of specific cell types. In principle, microarray profiles can provide this information. In order to implement this strategy, however, the small size of *C. elegans *(length = 1 mm) has required the development of specialized methods for extracting mRNA from specific cell types. In one approach, MAPCeL (micro-array profiling of *C. elegans *cells), green-fluorescent protein (GFP)labeled cells are isolated by fluorescence activated cell sorting (FACS) from preparations of dissociated embryonic cells [5]. This method has now been used to profile global gene expression in specific subsets of neurons and muscle cells [5-10] (RMF, DMM, unpublished data). An alternative technique, mRNA-tagging [11], can be utilized to profile larval cells, which are not readily accessible for FACS [12]. In this approach, an epitopetagged mRNA binding protein (FLAG-PAB) is expressed transgenically with a specific promoter (Figure 1). FLAG-PAB-bound transcripts are then immunoprecipitated for microarray analysis. mRNA-tagging profiles have been reported for two major tissues, body wall muscles and the intestine [11,13].

**Figure 1:**
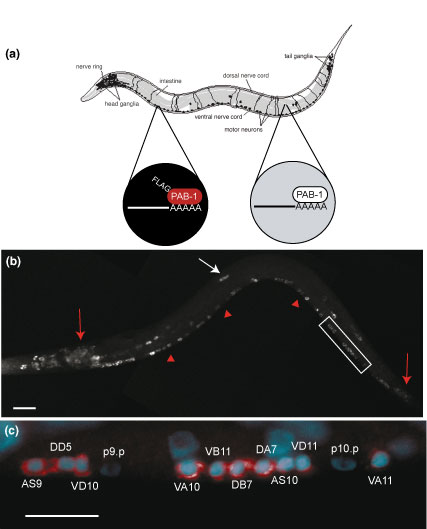
mRNA-tagging isolates neural specific transcripts. **(a) **The mRNA-tagging strategy for profiling gene expression in the *C. elegans *nervous system. A pan-neural promoter drives expression of FLAG-tagged poly-A binding protein (*F25B3.3*::FLAG-PAB-1) in neurons (black). Native PAB-1 is ubiquitously expressed in all cells (gray). Neural-specific transcripts are isolated by coimmunoprecipitation with anti-FLAG antibodies (artwork courtesy of Erik Jorgensen). **(b) **Immunostaining detects FLAG::PAB-1 expression in neurons in head and tail ganglia (red arrows), ventral nerve cord motor neurons (red arrowheads), and touch neurons (white arrow). Lateral view of L2 larvae. Anterior to left. **(c) **Close-up view of posterior ventral cord (boxed area in (b)), showing anti-FLAG staining (red) in cytoplasm surrounding motor neuron nuclei (for example, AS9, DD5, and so on) stained with DAPI (blue). Note that hypodermal blast cells (P9p and P10p) do not show anti-FLAG staining. Anterior is left, ventral is down. Scale bars = 10 μm.

Here we apply the MAPCeL and mRNA-tagging strategies to provide a comprehensive picture of gene expression in the embryonic and larval nervous systems. This analysis reveals approximately 2,500 transcripts that are significantly elevated in neurons versus other *C. elegans *cell types during these developmental periods. The enrichment in these datasets of transcripts known to be expressed in neurons, as well as newly created GFP reporters from previously uncharacterized genes in these lists, confirmed the tissue specificity of our results. The 'pan-neural' transcripts detected in these datasets encode proteins with a wide array of molecular functions, including ion channels, neurotransmitter receptors and transcription factors. Overall, 56% of these *C. elegans *genes are conserved in humans. The discovery of 27 uncharacterized human homologs enriched in both embryonic and larval neurons suggests that these profiles have uncovered novel genes with potentially conserved function in the nervous system.

In order to identify transcripts that are selectively expressed in a specific neural cell type, we used the mRNA-tagging strategy to fingerprint a subset of motor neurons (A-class) in the ventral nerve cord of L2 stage larvae. This A-class dataset contains around 400 significantly enriched genes. Approximately 25% of these transcripts are not detected in the profile of the entire nervous system. This finding suggests that individual neurons may express rare transcripts that are likely to be restricted to specific neuron types. The application of the mRNA-tagging strategy to profile a specific class of larval neurons complements earlier work in which this method was used to profile larval ciliated neurons [14] and also experiments in which MAPCeL and other FACS-based approaches have been applied to selected embryonic neurons [5-10]. Thus, this work demonstrates the utility of complementary profiling strategies that can now be applied to catalog gene expression in specific *C. elegans *neurons throughout development.

## Results

### Neuronal mRNA-tagging yields reproducible microarray expression profiles

To profile gene expression throughout the nervous system, we generated a stable, chromosomally integrated transgenic line expressing an epitope-tagged poly-A binding protein (FLAG::PAB-1) throughout the nervous system. Pan-neuronal expression was confirmed by immunostaining with a FLAG-specific antibody (Figure 1). We selected the second larval stage (L2) to test the application of the mRNA-tagging method. At this stage, the nervous system is largely in place and should, therefore, express a broad array of transcripts that define the development and function of most neurons. Sub-microgram quantities of mRNA isolated by the mRNA-tagging method were amplified and labeled for application to an Affymetrix chip representing approximately 90% of predicted *C. elegans *genes. Neuron-enriched transcripts in these samples were detected by comparison to a reference profile of all larval cells (see Materials and methods). We reasoned that this approach should detect a significant fraction of known neuronal transcripts and thus provide an initial test of the specificity of this strategy.

Comparisons of independently derived datasets for both the experimental (larval pan-neural) and reference samples showed that individual replicates for each condition are highly reproducible (Figure 2a,b). For example, an average coefficient of determination (R^2^) of approximately 0.96 was calculated from pairwise combinations of each individual reference dataset (Figure 2d). The pan-neural datasets were similarly reproducible (R^2 ^of approximately 0.96; Figure 2e). The overall concurrence of these data is graphically illustrated in the scatter plots shown in Figure 2a,b.

**Figure 2:**
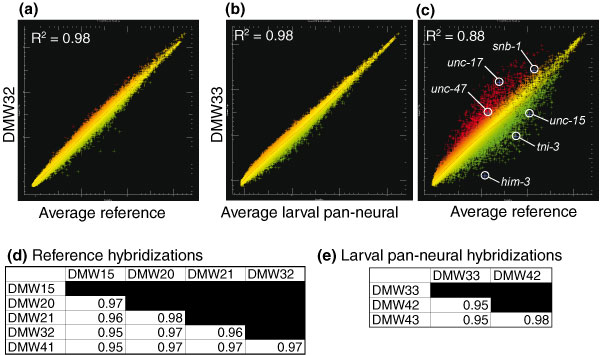
Microarray profiles reveal transcripts enriched in *C. elegans *neurons. **(a) **Scatter plot of intensity values (log base 2) for representative hybridization (DMW32; red) of RNA isolated from all larval cells (reference) by mRNA-tagging compared to the average intensity of the reference dataset (green). **(b) **Scatter plot of a representative larval pan-neural hybridization (DMW33; red) compared to the average intensities for all three larval pan-neural hybridizations (green). **(c) **Results of a single larval pan-neural hybridization (DMW33; red) compared to average reference intensities (green) to identify differentially expressed transcripts. Known neural genes *snb-1 *(synaptobrevin, all neurons), *unc-17 *(VAChT, cholinergic neurons), and *unc-47 *(VGAT, GABAergic neurons) are enriched (red). Depleted genes include two muscle-specific transcripts (*unc-15*, paramyosin, and *tni-3*, troponin) and a germline-specific gene (*him-3*) (green). **(d,e) **Pairwise comparisons of individual hybridizations. Coefficient of determination (R^2^) values for all pairwise combinations of reference hybridizations (d) and for all pairwise combinations of larval pan-neural hybridizations (e) indicate reproducible results for both reference and experimental samples.

### Transcripts detected by neuronal mRNA-tagging are expressed in neurons

Scatter plots comparing larval pan-neural versus reference data revealed a substantial number of transcripts with significant differences in hybridization intensities (Figure 2c). Statistical analysis detected 1,562 transcripts with elevated expression (≥ 1.5-fold, ≤ 1% false discovery rate (FDR)) in the larval pan-neural sample (Additional data file 1). Strikingly, we found that 92% of the 443 genes with known expression patterns included in the larval pan-neural enriched dataset (409/443) are listed in WormBase [15] as neuronally expressed (Figure 3a; Additional data file 1). By contrast, only 57% of all genes (1,612/2,837) with defined expression patterns in WormBase are annotated as expressed in neurons (see Materials and methods; Figure 3a; Additional data files 2 and 3). Moreover, genes with key roles in neuronal function are highly represented in this list. For example, 55 transcripts encoding ion channels, receptors or membrane proteins with known expression in the *C. elegans *nervous system are enriched (Figure 3b; Additional data file 7). The enrichment of transcripts known to be expressed in neurons demonstrates that the larval pan-neural profile is largely derived from neural tissue. This conclusion is also substantiated by the finding that mRNAs highly expressed in other cell types are preferentially excluded from this dataset (Figure 2c). For example, microarray profiling experiments identified a total of 1,926 transcripts enriched in either larval germline, muscle or intestinal cells (GMI; Additional data file 5) [13]. This set of genes is significantly under-represented (97/1,562) in the larval pan-neural dataset (representation factor 0.6, *p *< 2.033e^-9^; a representation factor <1 indicates under-representation; see Materials and methods). Of the 97 genes that intersect our larval pan-neural profile and the GMI set, 35 have a previously characterized spatial expression pattern. Of these, 89% (31/35) are also expressed in neurons. A comparison of the top 50 most significantly enriched transcripts in a MAPCeL profile of embryonic body wall muscle cells (RMF, DMM, unpublished data) detected only four transcripts that also show elevated expression in the larval pan-neural profile (Figure 4a; Additional data file 6). Independent results have confirmed that at least one of these, the acetylcholine receptor subunit *acr-16*, is expressed in both muscle and neurons [16,17]. The apparent low frequency of false positives empirically defined by these comparisons is consistent with the estimated FDR of ≤ 1% for this dataset. The stringent exclusion of non-neuronal transcripts has been achieved, however, while retaining sensitivity to transcripts that may be expressed in limited numbers of neurons (Figure 5). For example, our methodology identifies genes that are expressed in only two neurons; *daf-7 *(transforming growth factor (TGF)-beta-like peptide expressed in ASIL and ASIR) [18] and *gcy-8 *(guanylate cyclase expressed in AFDL and AFDR) [19] (Figure 5).

**Figure 3:**
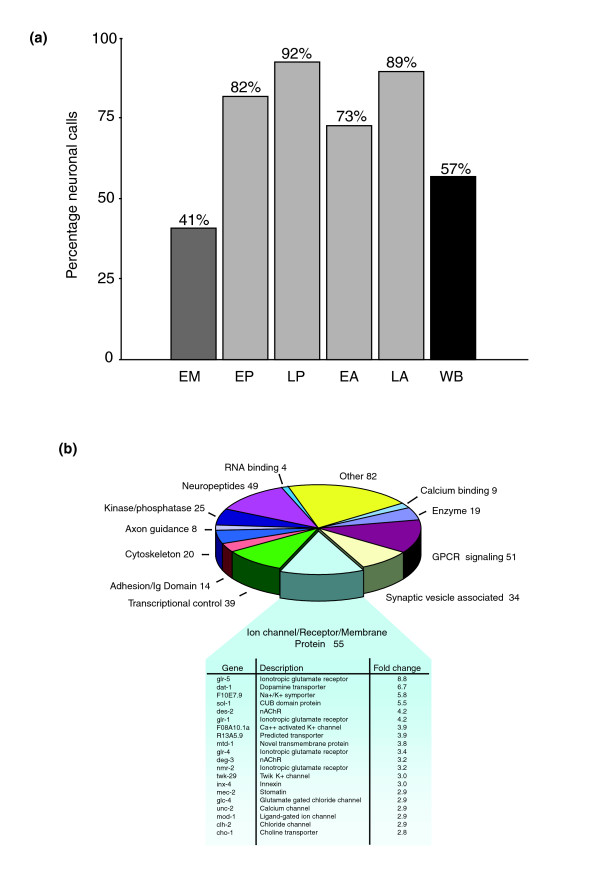
Microarray profiles detect known *C. elegans *neural genes. **(a) **Histogram showing fraction of annotated genes in microarray datasets with known *in vivo *expression in neurons. The list of annotated genes used for this comparison includes all genes with known cellular expression patterns listed in WormBase (see Materials and methods). Note significant enrichment for neuronal genes in microarray datasets obtained from neurons (73-92%) relative to the fraction of all annotated genes in WormBase (57%) and embryonic muscle (41%) that show some expression in the nervous system. Microarray datasets are: EM, embryonic muscle; EP, embryonic pan-neural; LP, larval pan-neural; EA, embryonic A-class motor neuron; LA, larval A-class motor neuron; WB, WormBase. **(b) **The larval pan-neural enriched dataset contains 443 transcripts previously annotated as expressed in neurons in WormBase. Genes were grouped according to functional categories characteristic of neurons. The top 20 enriched ion channel/receptor/membrane proteins are featured (Additional data file 7).

**Figure 4:**
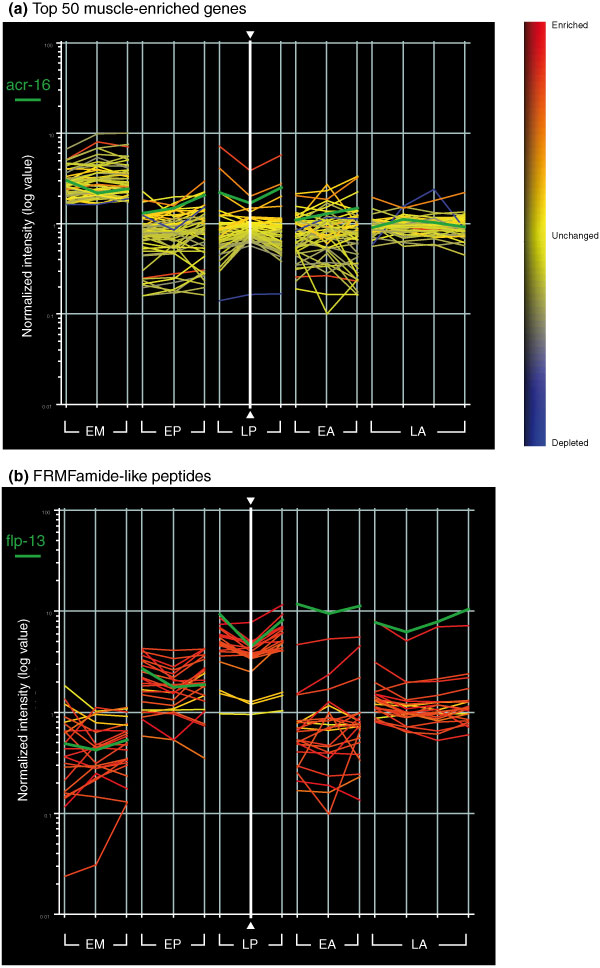
Neuropeptides are highly represented in profiles of neural cells while transcripts highly enriched in body wall muscle are excluded. Line graphs display log base 10 of relative intensity values (experimental/reference) for selected genes on the *C. elegans *Affymetrix array (see Materials and methods). Vertical lines correspond to individual replicates for each experimental sample. Thus, trends in expression levels for a particular gene or sets of genes can be visualized across all datasets. EM, embryonic muscle; EP, embryonic pan-neural; LP, larval pan-neural; EA, embryonic A-class motor neuron; LA, larval A-class motor neuron. Horizontal lines are colored (see heat map at right) according to relative enrichment of a single LP replicate (vertical white line with arrowheads): enriched (red), blue (depleted) and yellow (no change). **(a) **The top-50 ranked genes from embryonic muscle show limited enrichment in neuronal datasets. One exception is *acr-16*, marked by the horizontal green line, which is highly enriched in the LP dataset. *acr-16 *encodes a nicotinic acetylcholine receptor that is expressed in both muscle cells and neurons [16,17]. **(b) **FRMFamide-like peptides (*flp*) are enriched in neurons. A majority (20/23) of the 23 defined *flp *transcripts is enriched in the LP dataset, whereas specific subsets of *flp *transcripts are enriched in other neuronal datasets (EP, EA, LA) but largely excluded from the muscle (EM) dataset. The horizontal green highlights *flp-13*, which is the most highly enriched *flp *transcript in the A-class motor neuron (EA, LA) datasets.

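Of the 50 top-ranked probe sets of embryonic muscle, 47 genes could be followed in the embryonic A-class profile. Of these 2 were higher in A-class cells than in the reference, 3 were lower and 42 did not pass the test, or 3 and 4 when adjusted over the list alone. The higher genes were Y116F11A.6 (log2 fold change 1.61) and F53A3.7 (1.31). The lower ones were txt-14 (-2.05), pcp-5 (-1.08) and gta-1 (-1.03), and for gta-1 reference replicate 4 lay apart from the other reference arrays. Of these 5, txt-14 also passed with the fluidics module as a block. The 2 higher genes compare with 1.03 expected of a list of this size (Fisher's exact test, two-sided, p = 0.277). The group did not differ from other genes, with a median of 0.10, a mean of -0.02 and an adjusted p of 0.918 from camera. The call of Y116F11A.6 was lost without any 1 array (adjusted p up to 0.0194 from limma), that of F53A3.7 without any array other than reference replicate 1 (up to 0.0232) and that of gta-1 without any array other than A-class replicate 2 (up to 0.0239).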

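Of 25 flp genes measured in embryonic A-class cells, 3 were higher than in the reference, 3 were lower and 19 did not pass the test, or 4 and 5 when adjusted over the list alone. Besides flp-2 and flp-13, flp-32 was higher, with an intensity of 752 ± 229 (SD, n = 3 arrays) against 95.2 ± 27.5 (SD, n = 4 arrays) and a log2 fold change of 2.98 (standard error 0.27, adjusted p = 0.00065 from limma). The transcripts of flp-10 (log2 fold change -1.88, adjusted p = 0.000684), flp-3 (-1.51, adjusted p = 0.00365) and flp-6 (-1.07, adjusted p = 0.00901) were lower. The calls of flp-3 and flp-6 were lost with the fluidics module as a block (-1.51 and -1.16, adjusted p 0.0184 and 0.0335). As a family the flp genes did not differ from other genes (median -0.16, adjusted p = 0.538 from camera). The call of flp-3 was lost without A-class replicate 3, reference replicate 2 or reference replicate 3 (adjusted p up to 0.0169), and that of flp-6 without any 1 array other than reference replicate 1 (adjusted p up to 0.0349).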

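On the embryonic A-class arrays flp-13 had the largest log2 fold change of the flp genes. Its intensity was 2097 ± 208 (SD, n = 3 arrays) in A-class cells and 240 ± 65.4 (SD, n = 4 arrays) in the reference, a log2 fold change of 3.16 (standard error 0.21, adjusted p = 0.000309 from limma). With the fluidics module as a block the log2 fold change was 3.20 (adjusted p = 0.00614), and no single array left out ended the call. The cells sorted by unc-4::GFP include the pharyngeal neuron I5. Among UNC-4 neurons the paper lists expression of its flp-13 reporter, typically scored in larvae, in I5 only. These arrays cannot tell which of the sorted cells hold the transcript.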

**Figure 5:**
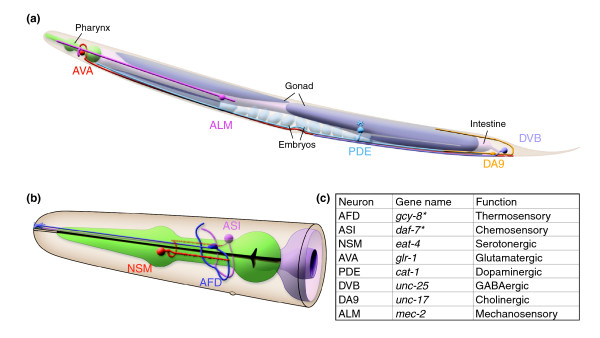
Pan-neural datasets detect neuron-specific transcripts. A representation of transcripts enriched in the larval pan-neural dataset and a subset of the neurons in which these genes are expressed. **(a) **Lateral view of an adult worm depicting selected neurons. Ventral is down, anterior is to the left. **(b) **Close-up of the adult head, showing the serotonergic neuron NSM and two sensory neurons, AFD and ASI. For simplicity, only one of the two pairs of neurons is diagrammed. The pharynx is colored green and the anterior end of the intestine is gray. **(c) **Table displaying representative genes enriched in the larval pan-neural dataset and expressed in each indicated neuron. Asterisks denote exclusive expression in the listed cell type. (Artwork courtesy of Zeynep Altun, Chris Crocker and David Hall at WormAtlas [120].)

The strong enrichment of known neuronal genes in the larval pan-neural dataset indicates that other previously uncharacterized transcripts in this list are also likely to be expressed in the nervous system. To test this prediction, we evaluated GFP reporter genes for representative transcripts in this profile. As shown in Table 1 and Additional data file 17, all but one of the transgenic lines (24 of 25) derived from these promoter GFP fusions show expression in neurons (Figure 6). Of the GFP reporters tested, 56% (14/25) are exclusively detected in neurons (Additional data file 17). For example, the stomatin gene *sto-4 *is highly expressed in ventral cord motor neurons, touch neurons and in head and tail ganglia (Table 1; Figure 6d,h). Our GFPreporter analysis demonstrates that the remaining 11 genes tested are expressed in other tissues in addition to neurons. For instance, the GFP reporter for C04E12.7 (phospholipid scramblase), which is expressed widely throughout the nervous system, is also expressed in muscle cells (Table 1; Figure 6c). Thus, these results indicate that the genes identified in the larval pan-neural profile largely fall into two classes; those that are exclusively expressed in neurons, and those that are expressed in multiple tissues, including neurons. Our finding of neuronal GFP expression for transcripts exhibiting a wide range of enrichment (1.5- to 8.3-fold) predicts that most of the genes in this list that have not been directly tested are also likely to be expressed in neurons. Together, these results demonstrate that our pan-neural mRNA-tagging approach enriches for *bona fide *neuronally expressed transcripts and effectively excludes transcripts expressed exclusively in other tissues.

**Table 1:** Expression of promoter-GFP reporters for transcripts enriched in the embryonic pan-neural, larval pan-neural or A-class motor neuron datasets

			Pan-neural			A-class	
				
Cosmid	Gene	Protein	EP fold change	LP fold change	In neurons*	Fold change	UNC-4 neuron(s)*
C01G6.4		Predicted E3 ubiquitin ligase	1.8	-	√	-	VA, DA
VF11C1L.1	*ppk-3*	PIP kinase	1.8	-	√	-	VA, DA
C25D7.8		Novel	1.9	-	√	-	VA, DA
F08G12.1			3.0	-	√	-	VA, DA
M79.1	*abl-1*	Abelson kinase	2.3	-	√	-	VA, DA
F25G6.4	*acr-15*	Acetylcholine receptor	-	4.9	√	-	VA, DA
T27A1.6	*mab-9*	Transcription factor	-	1.7	√	-	DA
F39G3.8	*tig-2*	TGF-β	-	1.8	√	-	VA, DA
T19C4.5		Novel	-	2.0		-	
CC4.2	*nlp-15*	Neuropeptide	-	6.5	√	-	
C18H9.7	*rpy-1*	Rapsyn	-	2.7	√	-	DA
Y71D11A.5		Ligand-gated ion channel	2.1	1.8	√	-	
C04E12.7		Phospholipid scramblase	-	3.2	√	1.8	VA, DA
F36A2.4	*twk-30*	K^+ ^channel	-	2.1	√	5.1	VA, DA
Y71H9A.3	*sto-4*	Stomatin	-	3.0	√	1.6	VA
F29G6.2		Novel	-	3.2	√	1.6	VA, DA,SAB, I5, AVF
C44B11.3	*mec-12*	Alpha-tubulin	-	5.9	√	1.9	VA, DA
T23D8.2	*tsp-7*	Tetraspanin	-	3.5	√	4.8	VA, DA
T05C12.2	*acr-14*	Acetylcholine receptor	-	1.5	√	3.1	DA
F33D4.3	*flp-13*	Neuropeptide	-	7.1	√	7.9	I5
C11D2.6	*nca-1*	Ca^++ ^channel	-	2.3	√	2.2	VA, DA
E03D2.2	*nlp-9*	Neuropeptide	-	3.1	√	2.5	VA
F55C12.4		Novel	-	3.5	√	2.1	DA
F43C9.4	*mig-13*	CUB domain	-	1.8	√	2.8	VA, DA
F39B2.8		Predicted membrane protein	1.7	3.5	√	2.1	VA, DA
K02E10.8	*syg-1*	Ig domain	1.8	1.8	√	1.8	VA, DA
ZC21.2	*trp-1*	Ca^++ ^channel	1.9	2.2	√	1.9	VA, DA
Y47D3B.2a	*nlp-21*	Neuropeptide	3.9	8.3	√	3.7	VA, DA
F09C3.2		Phosphatase	1.9	2.7	√	1.7	VA, DA
T27E9.9		Ligand-gated ion channel	2.3	4.0	√	3.1	
Y34D9B.1	*mig-1*	Frizzled-like	-	-	√	1.6	VA, DA

*GFP expression in neurons (check mark), and in A-class motor neurons (DA, VA, SAB, I5). GFP expression was typically determined in L2 larvae. Full expression patterns can be found in Additional data file 17. Expression patterns for some of these GFP reporters have been previously reported: T27A1.6, F39G3.8, T19C4.5, CC4.2, C18H9.7, F36A2.4, F29G6.2, T23D8.2, T05C12.2, F33D4.3, C11D2.6, E03D2.2, F55C12.4, F43C9.4, K02E10.8, ZC21.2, Y47D3B.2a, F09C3.2 [5]; F33D4.3 [43]; CC4.2, E03D2.2 [96]; F36A2.4, [121]; F43C9.4, [122]. Y47D3B.2a, [123].

**Figure 6:**
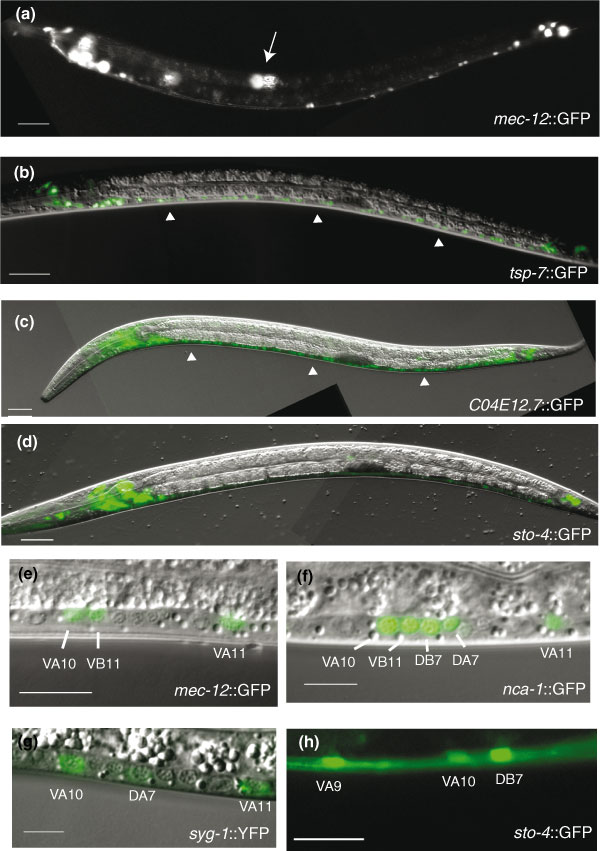
GFP reporters validate neuronal microarray datasets. Transgenic animals expressing GFP reporters for representative genes detected in neuron-enriched microarray datasets. Anterior to left, ventral down. GFP images are combined with matching DIC micrographs for panels (b-g). **(a,e) ***mec-12*::GFP is expressed in touch neurons (arrow) and in specific ventral cord motor neurons (e) at the L2 stage. **(b,c) ***tsp-7*::GFP and *C04E12.7*::GFP are widely expressed in the nervous system with bright GFP in head and tail ganglia and in motor neurons of the ventral nerve cord (arrow heads). **(d,f,g,h) **Note expression of GFP reporters for *sto-4*, *nca-1*, and *syg-1 *in A-class (DA, VA) and in other ventral cord motor neurons (for example, DB, VB).

### Gene families enriched in neurons of *C. elegans *larvae

Protein-encoding genes in the enriched larval pan-neural profile were organized into groups on the basis of KOGs and other descriptions that identify functional or structural categories (Table 2; Additional data file 4) [20]. Over half (880/1,562) are homologous to proteins in at least one other widely diverged eukaryotic species (that is, KOGs and TWOGs), 49 of which are classified as uncharacterized conserved proteins. Homologs for an additional 225 pan-neural enriched proteins are limited to other nematode species (that is, LSEs).

**Table 2:** Transcripts enriched in *C. elegans *neurons

Category	Embryonic pan-neural	Larval pan-neural	Embryonic A-class	Larval A-class
**Ion channels/receptors/membrane proteins**	122	156	60	41
Acetylcholine receptors	13	24	9	9
GABA receptors	1	4		3
Glutamate receptors	8	8	1	2
Potassium channels	11	24	8	10
Calcium channels	8	10	7	4
DEG/ENaC channels	3	10	1	1
Stomatins	3	7	2	1
Other ligand-gated ion channels	6	13	2	2
Gap junction proteins (innexins)	4	4	1	1
Symporters/exchangers/transporters	24	27	12	3
Other membrane proteins	41	25	17	5
				
**Axon guidance**	4	8	8	3
				
**Adhesion/Ig domain**	6	17	10	11
				
**Cytoskeleton-related**	33	34	16	5
				
**Transcriptional control**	90	91	38	10
Homeobox	8	28	3	3
Hormone receptors	24	15	5	1
Aryl-hydrocarbon receptors	1	3	1	
SMADs		3	1	1
HMG box	5	5		
HLH factors	2	4	1	1
Other transcription factors	32	25	13	4
General factors	18	8	14	
				
**Kinase/phosphatase**	82	79	51	18
				
**GPCR signaling**	107	169	42	25
G-protein coupled receptors	85	137	33	18
G-proteins	8	10	3	3
Regulators of G-protein signaling (GTPases, GEFs, GRKs)	7	8	4	2
Adenylate/guanylate cyclases	7	14	2	2
				
**Rab/Rho/Rac GTPase signaling**	17	7	7	2
				
**Neuropeptides**	39	58	11	13
FMRFamide-like (flp)	13	20	4	5
Neuropeptide-like (nlp)	13	18	3	4
Insulin-like	9	11	2	1
TGF-beta	1	3	1	1
Pro-protein convertases	3	6	1	3
				
**Calcium binding**	18	26	12	9
				
**Synaptic vesicle associated**	38	53	25	17
				
**RNA binding**	22	14	22	3
				
**Ubiquitin associated**	39	19	12	3
				
**Enzymes**	199	103	111	30
				
**Collagens**	2	1	5	24
				
**Other**	297	205	174	44
				
**Unnamed/uncharacterized**	159	127	161	56
				
**Unclassified**	363	395	230	98
				
**Total**	1,637	1,562	995	412

Transcripts encoding proteins with fundamental roles in neuronal activity or signaling are highly represented in this dataset (for a comprehensive list see Additional data file 4). For example, in addition to the 34 synaptic vesicle (SV) associated transcripts from Figure 3b (Additional data file 7), transcripts for 19 proteins with potential roles in synaptic vesicle function are identified (Figure 7). These include six members of the synaptotagmin family of calcium-dependent phospholipid binding proteins (*snt-1*, *snt-4*, *snt-5*, *snt-6*, DH11.4, T10B10.5), only one of which, *snt-1*, has been previously shown to function in neurons [21]. Expression of the additional synaptotagmin genes in the nervous system may account for the residual synaptic vesicle function of *snt-1 *mutants [21]. Three members of the copine family (B0495.10, *tag-64*, T28F3.1), a related group of calciumbinding proteins with potential roles in synaptic vesicle fusion (listed as part of endocytosis machinery in Figure 7), are also enriched [22].

**Figure 7:**
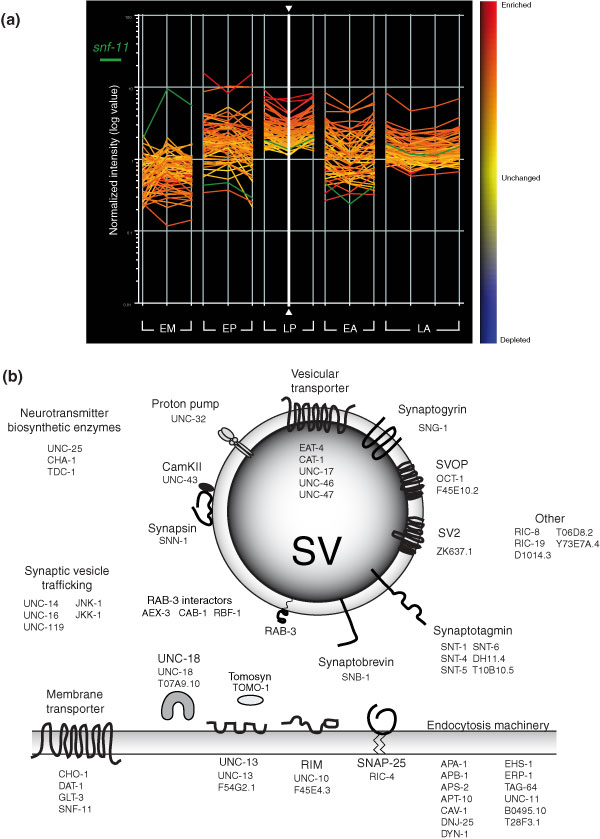
Transcripts encoding proteins that function in synaptic transmission are enriched in the neural datasets but largely excluded from muscle. **(a) **The line graph depicts 61 synaptic transmission genes that are enriched in the larval pan-neural (LP) dataset (colors from heat map at right are defined by LP sample denoted by vertical white line with arrowheads). Most of these transcripts are also enriched in other neuronal datasets (embryonic pan-neural (EP), embryonic A-class motor neuron (EA), larval A-class motor neuron (LA)) but not in embryonic muscle (EM). An exception is *snf-11 *(horizontal green line), the membrane-bound GABA transporter, which is significantly elevated in the EM and LP datasets, consistent with its known expression in muscle and neurons [26]. **(b) **Many of the proteins encoded by the 61 LP-enriched synaptic transmission genes are localized to synaptic vesicles (SV; center circle) or to the plasma membrane (shaded rectangle). Other proteins are predicted to perform related functions, such as the synthesis of neurotransmitters and/or vesicular trafficking.

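Of the synaptic vesicle genes in the larval pan-neural list, 53 could be followed in embryonic A-class cells. Of these 11 were higher than in the embryonic reference and 1 was lower, or 15 and 2 when adjusted over the list alone, and their median log2 fold change was 0.48. Among the higher genes that the text does not name for A-class cells was unc-41, which encodes the endocytosis protein stonin (1.83, with the call lost without A-class replicate 1, A-class replicate 3 or reference replicate 2, adjusted p up to 0.0123 from limma, and with the fluidics module as a block, 1.66 and 0.0146). The group was higher than other genes (adjusted p = 0.0017 from camera, and adjusted p = 0.785 with an estimated correlation). Its median was 0.40 with the block, and 0.20 and 0.64 within the 2 modules, and the group did not pass without A-class replicate 1 (adjusted p = 0.0527) or on module 1 alone (0.376), which was tried after the data were seen. The list comes from larval arrays, so it was not chosen on these samples.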

In addition to genes with general functions in synaptic vesicle signaling, the larval pan-neural profile includes transcripts encoding proteins with roles specific to particular neurotransmitters. For example, the plasma membrane and vesicular transporters for choline and acetylcholine (*cho-1 *and *unc-17*), GABA (*snf-11 *and *unc-46*, *unc-47*), dopamine (*dat-1 *and *cat-1*), and glutamate (*glt-3 *and *eat-4*) are included (Figure 7) [23-27]. The corresponding families of neurotransmitter-specific ligand-gated ion channels are highly represented, including 22 members of the ionotropic nicotinic acetylcholine (ACh) receptor family (Additional data file 4). Other classes of ion channels with key neural functions are also abundant, such as potassium channels (24), voltage-gated calcium channels (10) and DEG/ENaC sodium channels (10) (Table 2).

The wide range of neurotransmitter-specific genes in the larval pan-neural dataset reflects the diverse array of neuron types in *C. elegans *(Figure 5). This point is underscored by the detection of a large number of transcription factors with established roles in neuronal specification (Table 3). These include UNC-86, the POU homeodomain protein that regulates the differentiation of a broad cross-section of neuron classes [28-30], as well as transcription factors that define specific neuronal subtypes, such as the canonical LIM homeodomain MEC-3 (mechanosensory neurons) [31-33] and the UNC-4 homeodomain (A-class ventral cord motor neurons, see below) [34-37]. Transcription factors with undefined roles in the nervous system are also identified. Of particular note are 15 members of the nuclear hormone receptor (NHR) family, only one of which, *fax-1*, has been previously shown to regulate neuronal differentiation [38].

**Table 3:** Major transcription factor families enriched in *C. elegans *neurons

Transcription factor families		Fold change			
	
Cosmid name	Common name	Embryonic pan-neural	Larval pan-neural	Embryonic A-class	Larval A-class
**Homeobox**					
C40H5.5	*ttx-3*	1.6	1.5		
C33D12.1	*ceh-31*		1.6		
D1007.1	*ceh-17*		1.6		
K02B12.1	*ceh-6*		1.6		1.6
T13C5.4		3.3	1.6		
T26C11.7	*ceh-39*		1.6		
ZC64.3	*ceh-18*		1.6		
C18B12.3			1.7		
C28A5.4	*ceh-43*		1.7		
F56A12.1	*unc-39*		1.8		
W03A3.1	*ceh-10*		1.8		
C10G8.6	*ceh-34*		1.9		
C17H12.9			2		
F55B12.1	*ceh-24*		2		
ZC123.3		1.6	2		
C30A5.7	*unc-86*		2.1		
T26C11.5	*ceh-41*	1.6	2.1		
C39E6.4	*mls-2*		2.3		
F01D4.6	*mec-3*		2.6		
R08B4.2			2.6		
B0564.10	*unc-30*	2.2	2.7		
W05E10.3	*ceh-32*		2.7		
F26C11.2	*unc-4*		2.8	13.2	9.0
C37E2.4	*ceh-36*		2.9		
R07B1.1	*vab-15*		2.9		
Y54F10AM.4	*ceh-44*		3.3		2.1
F58E6.10	*unc-42*	2.4	3.8		
ZC247.3	*lin-11*		5.2		
C07E3.5		1.7			
F46C8.5	*ceh-14*	1.7			
W06A7.3	*ret-1*			1.8	
Y113G7A.6	*ttx-1*			2.8	
					
**Hormone receptors**					
Y94H6A.1			1.5		
F47C10.3			1.6		
F47C10.7			1.6		
F56E3.4	*fax-1*		1.7		
H01A20.1	*nhr-3*	1.8	1.7	1.9	
R09G11.2	*nhr-1*		1.7		
T03G6.2	*nhr-40*		1.7		
Y39B6A.17	*nhr-95*	1.6	1.7	1.8	
C24G6.4	*nhr-47*	2	1.8		
K06B4.8			2		
K06B4.1	*nhr-51*	2.5	2.1		
K06B4.2	*nhr-52*		2.1		
F21D12.1	*nhr-21*		2.2		
C49F5.4			2.9		
F07C3.10	*nhr-63*		4		
C06C6.4	*nhr-67*	1.8			
C08F8.8	*nhr-124*	1.5			
C17E7.8	*nhr-116*	2.3			
F09C6.9		3.3		1.9	
F16B4.9		1.9			
F31F4.12		1.6			
F41B5.9	*nhr-96*	2.5		1.7	
F44C8.11		1.8			
F44C8.9		1.7			
F48G7.11		2			
F59E11.8		1.8			
K06B4.10	*nhr-88*				1.8
K08A2.5	*nhr-71*	1.5			
K11E4.5		1.8			
R07B7.15	*nhr-104*	1.7			
R11E3.5				1.8	
T07C5.4	*nhr-44*	3.2			
T19A5.4	*nhr-59*	1.9			
T27B7.1	*nhr-115*	1.7			
T27B7.4	*nhr-65*	2.9			
Y17D7A.3		1.5			
Y67D8B.2		1.8			
					
**Aryl-hydrocarbon receptors**					
C25A1.11	*aha-1*		1.7		
C41G7.5	*ahr-1*		1.7		
C56C10.10		2.2	2	2.3	
					
**SMADs**					
F01G10.8	*daf-14*		1.7		
F25E2.5	*daf-3*		1.9		
F37D6.6	*tag-68*		2.2	2.3	2.0
					
**HMG box**					
F40E10.2	*sox-3*	1.6	1.5		
T22B7.1	*egl-13*		1.6		
T05A7.4	*hmg-11*	2.3	2.1		
F47G4.6			2.3		
K08A8.2	*sox-2*	2.5	2.9		
C12D12.5		4.7			
Y17G7A.1	*hmg-12*	1.8			
					
**HLH factors**					
C43H6.8	*hlh-15*	4.4	1.6		
F58A4.7	*hlh-11*		1.6		
Y16B4A.1	*unc-3*		2.9	3	4.9
F48D6.3	*hlh-13*		3		
W02C12.3		1.8			

A striking example of the power of this profiling approach is revealed by strong enrichment for genes involved in peptidergic signaling. Neuropeptides are potent modulators of synaptic transmission. A combination of genetic and pharmacological experiments have assigned specific neuromodulatory roles to FMRFamide and related peptides (FaRPs) encoded by members of the '*flp*' (FMRFamide like peptides) gene family [39]. Examples include *flp-13 *(cell excitability)[40], *flp-1 *(locomotion) [41] and *flp-21 *(feeding behavior) [42]. The enriched status of the majority of *flp *genes (20/23) in the larval pan-neural profile (Figure 4b) parallels immunostaining and GFP reporter results showing expression of this gene family in the *C. elegans *nervous system [43]. Transcripts encoding insulin-like peptides (*ins*) and neuropeptide-like genes (*nlp*) are among the most highly enriched mRNAs in the pan-neural dataset (Additional data file 4). Neuropeptide activating proteases such as the proprotein convertase *egl-3 *and the carboxypeptidase *egl-21 *are also elevated [44]. Finally, we detect 136 members of the G-protein coupled receptor (GPCR) family, including four GPCRs (*npr-1*, *npr-2*, *npr-3 *and T19F4.1) that have been either directly identified as neuropeptide receptors or implicated in neuropeptide-dependent behaviors [42,45,46] (E Siney, A Cook, N Kriek, L Holden Dye, personal communication). The strong representation of diverse neuropeptidergic components in the larval pan-neural profile is suggestive of a nervous system that is richly endowed with complex signaling pathways for modulating function and behavior.

### Embryonic and larval nervous systems express many common sets of genes

To complement the profile of the larval nervous system obtained by the mRNAtagging method, a pan-neural GFP reporter gene [47] (J Culotti, personal communication) was used to mark embryonic neurons for MAPCeL analysis. GFP labeled neurons were isolated by FACS to ≥ 90% purity from primary cultures of embryonic cells (see Materials and methods). Comparisons of independent replicates showed that these data are highly reproducible (Additional data file 8). We identified 1,637 enriched genes (≥ 1.5-fold, FDR ≤ 1%) versus a reference dataset obtained from all embryonic cells (Additional data file 1). The majority (82%) of transcripts in this list with known expression patterns are expressed in neurons (Figure 3a). All of the promoter-GFP fusions (10/10) created from previously uncharacterized genes in the enriched embryonic pan-neural dataset showed expression in neurons, further validating this MAPCeL profile (Table 1; Additional data file 17). A comparison of the embryonic (MAPCeL) and larval (mRNA-tagging) profiles reveals considerable overlap, with approximately 45% of transcripts (710/1,637; representation factor 5.2, *p *< 1e^-325^) enriched in the embryonic neurons also elevated in larval neurons (Figure 8a). The intersection of these two datasets is significantly enriched (96%) for known neuron-expressed genes. The high likelihood of neural expression for these transcripts is underscored by our finding that a set of approximately 240 candidate neural genes originally identified as including a presumptive pan-neural regulatory motif ('N1 box') are overrepresented (35%, representation factor 2.6, *p *< 4.1e^-17^) in this subset of pan-neural transcripts [48].

**Figure 8:**
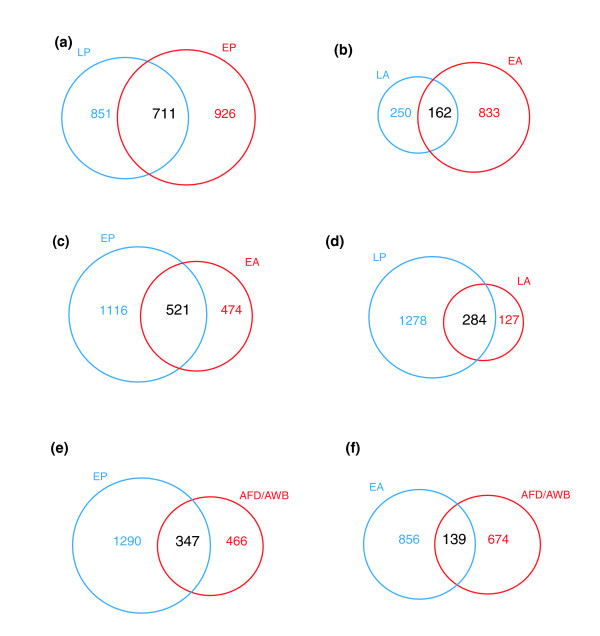
Venn diagrams comparing transcripts from profiled cell types at specific developmental stages. **(a) **Larval pan-neural (LP) and embryonic pan-neural (EP) datasets are enriched for common transcripts, but also contain transcripts exclusive to either developmental stage. **(b) **Larval A-class (LA) and embryonic A-class (EA) identify 162 shared transcripts. Transcripts selectively enriched in either neuron type may contribute to the unique morphologies of DA versus VA motor neurons (Figure 10). **(c,d) **The depth of the pan-neural datasets (EP, LP) is reflected in the substantial overlap with the A-class motor neuron profiles (EA, LA). Genes exclusively enriched in the EA and LA profiles are indicative of rare transcripts showing neuron specific expression. **(e,f) **Comparisions of the embryonic neural specific datasets (EP, EA) described in this paper with the embryonic profile of specific thermosensory neurons (AFD and AWB described by Colosimo *et al*. [8]. The AFD/AWB profile shows greater overlap with the EP dataset (e) than with the EA profile (f). See Additional data files 10 and 11 for lists of genes identified in each comparison.

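Of the 377 genes higher in embryonic A-class cells, 202 (53.6%) are in the paper's embryonic pan-neural list and 140 (37.1%) in its larval pan-neural list. Independent lists of these sizes among 17118 genes would share 34.5 and 32.9 (Fisher's exact test, two-sided, p = 1.3e-110 and p = 1.38e-53). Of the 565 genes lower in A-class cells, 36 are in the larval list, where 49.3 would be shared by chance (Fisher's exact test, two-sided, p = 0.0482), and 9 are in the embryonic list, where independent lists would share 51.7. The 1566 genes of the embryonic pan-neural list had a median log2 fold change of 0.42 in A-class cells. The 1494 genes of the larval list had a median of 0.10 (adjusted p = 0.119 from camera), and passed without the dimmest 30% of probe sets (0.00391), after quantile normalization once more (0.0174), without A-class replicate 2 (0.00842) and without reference replicate 1 (0.0119). The embryonic pan-neural list was made against an embryonic reference too. Where lists of these sizes were taken from 2 simulated unchanged groups compared with 1 set of 4 reference arrays, the genes higher shared a median of 162.5 genes with the list and at most 195 over 100 simulations, and the genes lower a median of 15 and at most 24. The list as a whole then had a median of 0.14 and passed with camera in 100 of the simulations, so part of the overlap and of the median may come from the reference that both comparisons share. The simulated groups held no real difference, unlike lists chosen on enriched genes. They therefore cannot show how much of the overlap comes from the shared reference.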

As an additional test of the similarities between these independent datasets, we examined the embryonic and larval pan-neural profiles for elevated expression of gene families with roles in synaptic vesicle function (Figure 7a). Both the embryonic and larval pan-neural datasets were enriched for many of these components. In contrast, the majority of these transcripts are not upregulated in a MAPCeL profile of embryonic muscles (RMF, DMM, unpublished data). Interestingly, the one exception to this correlation, the GABA transporter *snf-11*, is known to be expressed in body wall muscle in addition to neurons [26].

Examination of the embryonic and larval pan-neural datasets confirmed expression of genes that regulate the dauer pathway in *C. elegans *neurons. The dauer larva adopts an alternative developmental program to withstand stressful conditions (for instance, starvation, overcrowding, high temperature). The decision to adopt the dauer state is regulated by the nervous system and is triggered during the L1/L2 transition in response to environmental cues [49-54]. Figure 9 graphically represents the dauer pathway genes identified in the combined pan-neural datasets. Of particular note is a conserved insulin-dependent signaling pathway (for example, *age-1*/PI3Kinase) that also regulates lifespan in *C. elegans *and in other species [28].

**Figure 9:**
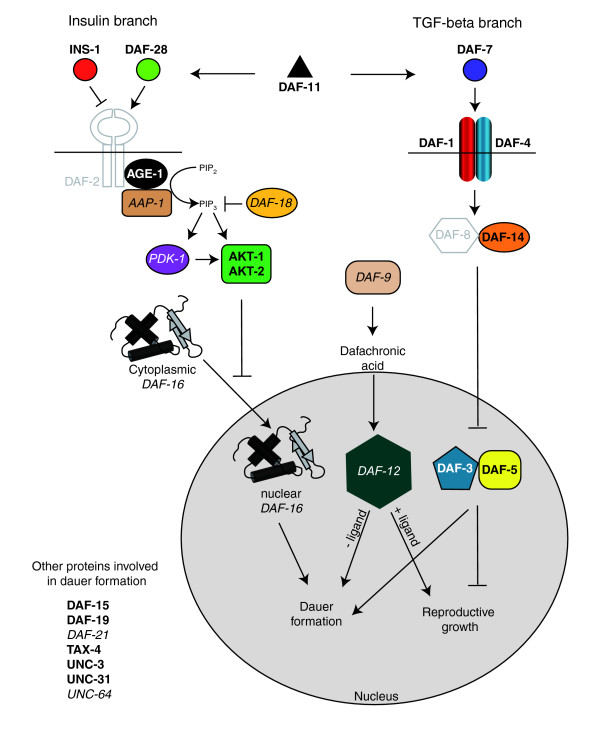
A majority of dauer pathway genes are enriched in either the larval pan-neural (LP) or embryonic pan-neural (EP) datasets. Two neuronal pathways influence the decision to dauer, an alternative developmental pathway adopted in unfavorable conditions [49-54]. During normal growth, the DAF-28 insulin-like molecule activates the DAF-2 insulin receptor to initiate a signal transduction pathway that prevents the translocation of the DAF-16 Forkhead transcription factor into the nucleus, thus blocking dauer formation. In a parallel pathway, DAF-7/TGF-beta activates receptors DAF-1 and DAF-4 to inhibit the Smad/Sno complex DAF-3/DAF-5, thereby promoting reproductive growth. The guanylyl cyclase DAF-11 drives expression of DAF-28 and DAF-7. During reproductive growth, the CYP2 cytochrome P450 enzyme DAF-9 is active and produces the DAF-12 ligand dafachronic acid. In the presence of its ligand, the nuclear hormone receptor DAF-12 promotes normal development. In the absence of its ligand, DAF-12 instead promotes dauer formation. Other proteins function independently of these pathways (for example, the DAF-19 transcription factor specifies ciliated neurons that detect exogenous dauer-inducing signals). Bold lettering denotes enriched transcripts and italics marks EGs detected in at least one of the pan-neural datasets. Gray letters refer to transcripts not found in either EP or LP datasets. See Additional data file 18 for a complete description of these genes.

Transcription factors constitute the largest gene family that is differentially enriched between the embryonic and larval pan-neural profiles (Table 3). For example, the combined pan-neural datasets detect a total of 30 NHRs. However, 16 NHRs are exclusively detected in embryonic neurons, whereas only six are enriched solely in larval neurons. Homeodomain transcription factors are also unequally distributed across the two datasets. Of 32 enriched homeoproteins, 24 are exclusive to the larval pan-neural profile, whereas only 4 are selectively elevated in the embryonic pan-neural dataset (Table 3). The relative lack of enrichment of homeodomain mRNAs in the embryonic pan-neural profile was initially surprising given strong genetic evidence for the widespread role of the members of this transcription factor class in embryonic neural development [31,47,55-57]. A likely explanation for this finding is that many homeobox transcripts are dynamically expressed in multiple cell types in the embryo but are increasingly restricted to neurons during larval development [56,58]. This view is consistent with our observation that a majority (22/28) of homeodomain genes that are enriched in the larval pan-neural dataset are in fact also detected as expressed genes in the embryonic pan-neural profile (see below).

### Homologs of *C. elegans *neural genes are expressed in the mammalian brain

Over half of the enriched transcripts identified in the embryonic and larval pan-neural profiles have likely homologs in mammals (Additional data file 1). A substantial fraction of these transcripts encodes members of protein families with conserved roles in neural function or development (for instance, synaptic vesicle proteins; Figure 7b). We also identified neuron-enriched transcripts from *C. elegans *that are conserved but have largely undefined *in vivo *biochemical functions. For example, of the 711 transcripts that are enriched in both the embryonic and larval pan-neural datasets (Figure 8a), 27 encode uncharacterized conserved proteins (Additional data file 9). To determine if these transcripts are also detected in the mammalian brain, we queried the Allen Brain Atlas [59], which catalogs *in situ *hybridization results for 20,000 mouse transcripts (see Materials and methods). Of the 27 uncharacterized conserved genes from *C. elegans*, 26 have mouse homologs and 25 are included in the Allen Brain Atlas. We find that 76% (19/25) of these genes are detected in the mouse brain and, therefore, suggest that neural functions for these genes are likely conserved from nematodes to mammals. For instance, one member of this group of genes, *osm-12*, is the *C. elegans *homolog of a human disease gene, *BBS7*. Bardet-Biedle syndrome (BBS; OMIM 209900) is a rare, pleiotropic disorder with multiple pathologies (obesity, rod-cone dystrophy, cognitive impairment) [60]. At least 12 genes (*BBS1-12*) have been linked to this disease [61]. *osm-12 *and other BBS genes are highly expressed in ciliated neurons in *C. elegans *and genetic studies suggest key roles in intraflagellar transport [62]. These findings and additional work in other systems have led to the hypothesis that basal body dysfunction could be the root cause of BBS [63-66]. Thus, we propose that genetic studies in *C. elegans *of other uncharacterized conserved genes detected in the pan-neural enriched profile may be instructive.

### The *C. elegans *interactome identifies neuronal genes potentially involved in synaptic function

The *C. elegans *interactome documents approximately 5,500 protein-protein interactions derived from yeast two-hybrid results, from interologs (that is, interactions between protein homologs in other species) and from functional interactions described in the literature [67]. To gain insight into the functional significance of prospective neural genes identified by these microarray datasets, we looked for evidence of interactions among proteins encoded by these genes in the Interactome database (see Materials and methods). The 711 transcripts enriched in both the embryonic and larval pan-neural datasets were uploaded for this analysis (Figure 8a). This search generated an interaction map with a single prominent cluster. Most of the transcripts in this group (30/34) are detected in at least one of the pan-neural datasets (Figure 10). Our finding that the majority of genes in this interactome group are expressed in the nervous system favors the idea that these networks reflect authentic interactions in neurons. We note that 13 of the proteins in this list (yellow circles in Figure 10) have not been previously assigned to the nervous system. Annotation of this interactome map with functional data for each corresponding protein revealed two distinct subclusters featuring roles in either synaptic transmission or nucleic acid binding. For example, the JIP3/JSAP1 JNK scaffolding protein, UNC-16, interacts with KLC-2 (kinesin light chain) to regulate vesicular transport in neurons [68]. Other members of this interacting complex, MKK-4 (MAP kinase kinase) and JNK-1 (Jun kinase) are also required for maintaining normal synaptic structure [69,70]. These findings suggest that additional proteins in this subcluster may function at the synapse. F43G6.8 (E3 ubiquitin ligase) and B0547.1 (COP-9 signalosome subunit) are attractive possibilities as synaptic development and function are regulated by ubiquitin-dependent protein degradation [71]. As more phenotypic data are compiled, this analysis can be extended to encompass data derived from RNA interference (RNAi) experiments, which may yield models for molecular machines that function in neurons [72].

**Figure 10:**
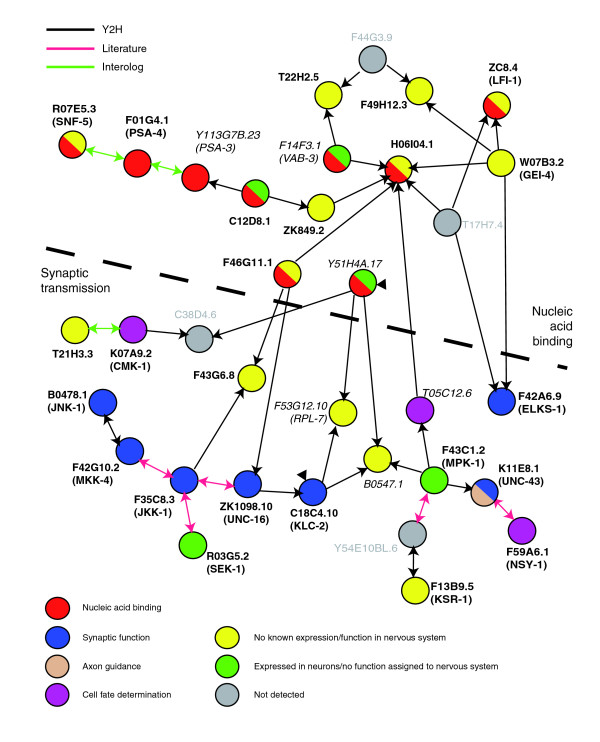
Interactome map of pan-neural genes. The *C. elegans *interactome contains functional and physical interactions for over 5,000 proteins. A comparison to the 711 transcripts enriched in both embryonic pan-neural (EP) and larval pan-neural (LP) datasets (see Figure 8) revealed a single large interaction cluster (see Materials and methods). Bold lettering denotes enriched transcripts and italics marks EGs detected in at least one of the pan-neural datasets. Gray letters refer to transcripts not found in either dataset. Black lines represent interactions isolated by yeast two-hybrid assay, red lines depict known interactions listed in worm Proteome Database (literature), and green lines denote *in silico *searches against orthologous pairs (interolog). Black arrows point from bait to prey. Arrowheads indicate self-interactions. Protein functions are denoted with colored circles (see key at bottom). The dashed black line demarcates two subgroups of interacting proteins, nucleic acid binding (above) versus synaptic transmission (below). See text for additional information.

### An mRNA-tagging transcriptional profile of a small subset of neurons

Although our gene expression profiles of the embryonic and larval nervous systems provide a comprehensive list of transcripts that function in neurons, these data lack the spatial resolution to identify the specific neurons in which these transcripts are expressed. For instance, the dopamine transporter, *dat-1*, is highly enriched (15.9-fold) in the larval pan-neural dataset, but *dat-1 *expression is limited to eight dopaminergic neurons [73]. Other transcripts that are also restricted to a small number of neurons, however, might not be detected in a global profile of the entire nervous system. For example, the genes *gcy-5 *and *gcy-6 *(guanylate cyclase) are each expressed in single neurons, ASER and ASEL [74], respectively, and neither is enriched in the larval pan-neural dataset. The application of the mRNA-tagging strategy to individual classes of neurons should, therefore, correlate gene expression with specific neurons as well as detect low abundance transcripts with potential key functions in these cells. To test this idea, we used the *unc-4 *promoter to express FLAG-PAB-1 in only the subset of neurons in the ventral nerve cord that express the UNC-4 homeodomain protein. In the L2 larva, *unc-4*::GFP and *unc-4*::LacZ reporters show strong expression in a total of 18 neurons: VA motor neurons (12), SAB motor neurons (3), the I5 pharyngeal motor neuron (1) and AVF interneurons (2) [35,75]. Weaker, sporadic expression is observed in nine embryonically derived DA motor neurons at this stage. (*unc-4 *is strongly expressed in the DAs in the embryo and in L1 larvae.) To increase the sensitivity of the mRNA-tagging method for profiling these neurons, PAB-1 was labeled with three tandem repeats of the FLAG epitope (3XFLAG). Figure 11a,b show a mid-L2 larval animal (NC694) expressing the *unc4*::3XFLAG::PAB-1 transgene in VA, SAB, and I5 motor neurons and in AVF interneurons; less intense expression is seen in the DA motor neurons. Because most (24/27) of the neurons in this group are members of the 'A-class' of ventral cord excitatory motor neurons (VA, SAB, DA), we will refer to the mRNA-tagging data obtained from this transgene as the 'larval A-class motor neuron' profile (Figure 9).

**Figure 11:**
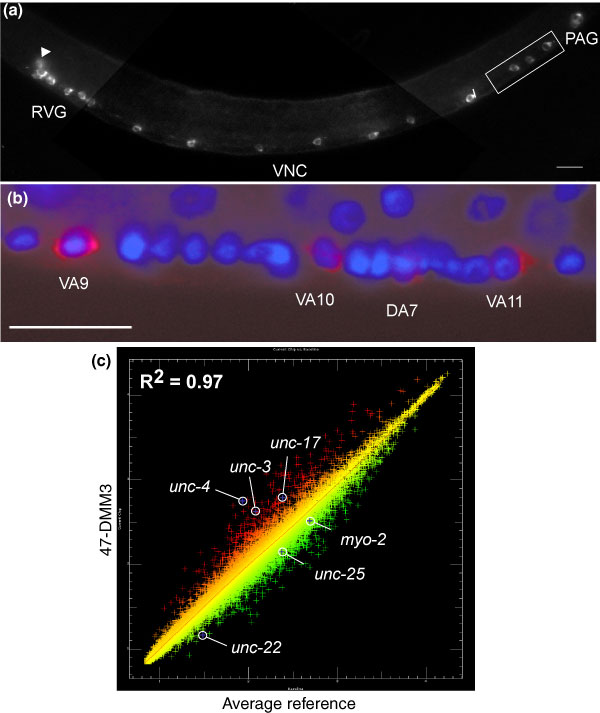
Larval A-motor neuron enriched transcripts are revealed by mRNAtagging with *unc-4*::3XFLAG::PAB-1. **(a) **Antibody staining detects FLAG::PAB-1 expression in A-class neurons in the retrovesicular ganglion (RVG), ventral nerve cord (VNC), and pre-anal ganglion (PAG) and in the I5 pharyngeal neuron (arrowhead). Lateral view of L2 larva, anterior is to left, ventral down. **(b) **Close-up of posterior ventral nerve cord (boxed area in (a)) showing that anti-FLAG staining (red) is restricted to cytoplasm of A-class motor neurons. DAPI (blue) marks cell nuclei (compare to Figure 1, in which all motor neurons show anti-FLAG staining). Anterior is left, ventral is down. Scale bars = 10 μm. **(c) **Results of a single larval A-class hybridization (47-DMM3; red) compared to average reference intensities (green) to identify differentially expressed transcripts. The known A-class genes *unc-4 *(homeodomain, A-class neurons), *unc-3 *(O/E transcription factor, cholinergic VNC motor neurons), and *unc-17 *(VAChT, cholinergic neurons) are enriched (red) in 47-DMM3. Genes expressed in other classes of neurons (*unc-25*, GAD, GABAergic neurons) or other tissues (*myo-2*, pharyngeal muscle myosin; *unc-22*, body wall muscle structural protein) are depleted (green) relative to the reference profile.

As previously observed for the larval pan-neural data (Figure 2), independent hybridizations resulted in highly reproducible data for the larval A-class motor neuron profile (Additional data file 8). A comparison of the A-class hybridization data to the reference sample of mRNA from the average larval cell detected 412 enriched genes (see Materials and methods). Of the 114 genes in this list with known expression patterns, 102 (approximately 90%) are found in neurons (Figure 3a). Of these genes, 96 have detailed spatial information, and 76 (approximately 80%) of these show annotated expression in regions that also contain UNC4expressing neurons (Additional data file 1). Of particular note, the native *unc-4 *transcript, which is selectively expressed in these neurons *in vivo*, is the most highly enriched (eight-fold) mRNA in this dataset. Other known A-class motor neuron genes in this list include the vesicular ACh transporter (VAChT) *unc-17 *and the Olf/EBF transcription factor *unc-3 *(Figure 11c) [75,76]. In contrast, transcripts known to be restricted to other cell types, such as muscle (*myo-2*, *unc-22*) or GABAergic neurons (*unc-25*), are depleted from the A-class neuronal profile (Figures 4a and 11c). For instance, <2% of transcripts selectively expressed in larval germ line, intestine, or muscle (30/1926) are enriched in the larval A-class motor neuron profile (Additional data file 5) [13].

All of the GFP reporter lines (19/19) constructed for A-class enriched transcripts (Table 1; Additional data file 17) are expressed in UNC-4 neurons. For example, in the mid-L2 stage ventral nerve cord, *mec-12*::GFP is expressed in DA, VA, VB and VD motor neurons (Figure 6a,e) and *syg1*::GFP (Ig domain) is detected in DA and VA motor neurons among others (Figure 6g). These results strongly suggest that most of the genes in the UNC-4 neuron enriched dataset are expressed in these cells *in vivo*. Thus, these data indicate that the mRNA-tagging method can produce a reliable profile of subsets of neurons in *C. elegans*.

### A subset of pan-neural genes are expressed in larval A-class motor neurons

Nearly 70% of the larval A-class enriched transcripts (282/412) are also elevated in the larval pan-neural dataset (representation factor 8.2, *p *< 2.9e^-209^; Additional data file 10). As expected, genes with known functions in all neurons are highly represented in this group (Table 2). Synaptic vesicle associated transcripts that are widely expressed in the nervous system, such as *rab-3 *(G-protein), *snt-1 *(synaptotagmin) and *snb-1 *(synaptobrevin), are enriched in both datasets. Absences from the larval A-class profile are correlated with class-specific functions in neurons. For example, the 60 transcripts encoding proteins involved in synaptic transmission enriched in the larval pan-neural dataset include vesicular transporters for GABA (*unc-47*), glutamate (*glt-3*), dopamine/serotonin (*cat-1*) and acetylcholine (*unc-17*) (Figure 7b) [24]. The selective enrichment of the vesicular ACh transporter *unc-17 *in the larval A-class profile is consistent with the known cholinergic signaling capacity of A-class motor neurons [75]. In another striking example of neuron-specific gene expression, the '*mec*' genes, which are required for normal differentiation or function of mechanosensory neurons, are highly represented in the larval pan-neural dataset but are not detected in the larval A-class profile (Table 4) [77]. The one exception is the alpha-tubulin encoding gene, *mec-12*, for which enriched expression in A-class neurons was confirmed with a GFP reporter gene (Figure 6a,e). As described above, most of the known *flp *genes are enriched in the pan-neural dataset [39]. A subset of five *flp *genes is found in the A-class dataset (*flp-2*, *4*, *5*, *12*, *13*), providing enhanced spatial resolution for the expression repertoire of this large family of neuropeptide transmitters (Figure 4b).

**Table 4:** Genes expressed in mechanosensory neurons are differentially detected in the larval pan-neural dataset versus the larval A-class dataset

Cosmid name	Gene name	Fold change		Description
			
		Pan-neural	A-class	
F14D12.4	*mec-2*	2.9	-	Prohibitins and stomatins of the PID superfamily
F01D4.6	*mec-3*	2.6	-	Transcription factor, contains HOX domain
T01C8.7	*mec-4*	2.7	-	Non voltage-gated ion channels (DEG/ENaC family)
W02D3.3	*mec-6*	1.9	-	Unnamed protein
ZK154.3	*mec-7*	3.6	-	Beta-tubulin
F16F9.5	*mec-10*	1.8	-	Non-voltage-gated ion channels (DEG/ENaC family)
F57H12.7	*mec-17*	7.6	-	Uncharacterized conserved protein
C52B9.9	*mec-18*	3.1	-	Acyl-CoA synthetase
C44B11.3	*mec-12*	5.9	1.9	Alpha-tubulin

The A-class profile includes approximately 130 transcripts that are not detected in the larval pan-neural dataset (Additional data file 10). Interestingly, approximately 20% of these genes (23/127) encode collagen-like proteins for which neural functions are largely undefined. *cle-1*, which encodes a type XVIII collagen, the one member of this protein family that does have a documented role in the nervous system [78], is enriched in both the larval pan-neural and A-class datasets. We speculate that post-embryonic motor neurons may secrete collagens and other extracellular matrix components for assembly into the basement membrane that envelopes the ventral nerve cord [79]. Indeed, our data confirm that UNC-6 (netrin), a critical extracellular matrix signal that steers migrating cells and neuronal growth cones, is highly expressed in larval A-class motor neurons (Figure 12) [80].

**Figure 12:**
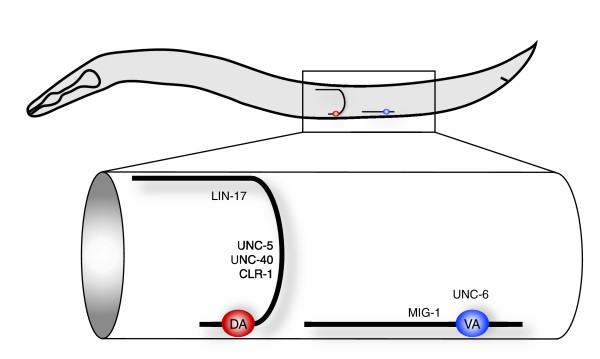
Differential expression of axon guidance cues and receptors in A-class motor neurons. Embryonic DA motor neurons extend commissures to innervate muscles on the dorsal side whereas larval VA motor axons are retained in the ventral nerve cord. DA axons are steered dorsally by interaction of the repulsive cue UNC-6 (netrin) with receptors, UNC-40 (DCC) and UNC-5, and the CLR-1 receptor tyrosine phosphatase [90,91]. VAs do not express these receptors and project ventrally directed axons. Enrichment of the Wnt receptors *lin-17 *in the embryonic A-class motor neuron dataset and *mig-1 *in the larval A-class motor neuron profile could be indicative of a Wnt-dependent mechanism for directing anterior outgrowth of DA and VA motor axons.

### Comparison of transcripts enriched in embryonic versus larval A-class motor neurons

We have previously used the MAPCeL strategy to profile embryonic motor neurons marked with *unc-4*::GFP [5]. These include 12 embryonic A-class motor neurons (9 DA and 3 SAB) and a single pharyngeal neuron, I5 [5]. 

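RNA from embryonic A-class motor neurons was profiled on 3 Affymetrix C. elegans GeneChips and compared with 4 GeneChips of the embryonic reference. The A-class cells carried the unc-4::GFP reporter and were isolated by FACS after embryonic cells had been kept in culture for 24 hours, with about 90% of the sorted cells being GFP-positive. The reference was prepared from all viable cells of wild-type cultures handled in the same way, so it holds embryonic cells of other types. Each array is described in its label as a separate biological replicate. The transcript of unc-4 itself, the homeodomain gene whose promoter drives GFP in the sorted cells, had an intensity of 1277 ± 116 (SD, n = 3 arrays) in A-class cells and 97.1 ± 9.47 (SD, n = 4 arrays) in the reference. This is a log2 fold change of 3.72 (standard error 0.13, adjusted p = 2.13e-05 from limma). Of 17118 genes, 377 were higher and 565 were lower in A-class cells at an adjusted p under 0.01 and a difference of at least 1.7-fold. For each of these genes, all 3 A-class arrays lay on the same side of all 4 reference arrays, as they did for 30.7% of all genes, where chance gives 5.71%. Lists of genes that mark particular functions and cell types were set against all other genes with limma's camera. The list of synaptic vesicle genes and that of G-protein signaling genes stood above the reference on every A-class array, and the lists for hypodermis and touch neurons stood below it. All 4 passed with camera's preset correlation and none with an estimated correlation (adjusted p = 0.644).

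**Figure D1:**
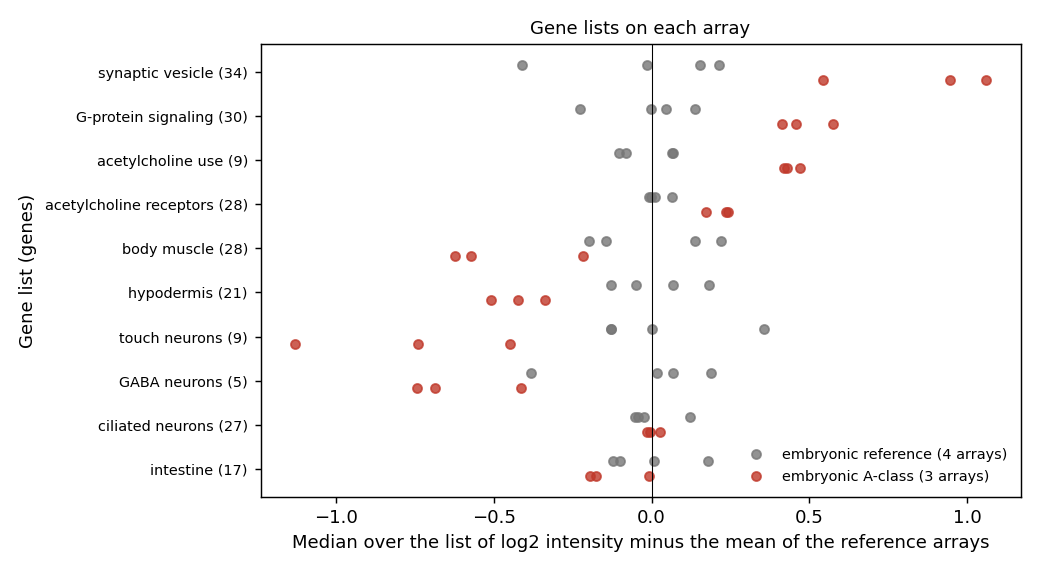
Median over each gene list of the log2 intensity minus the mean of the reference arrays, with 1 point per array and the number of genes in parentheses (gray, 4 reference arrays; red, 3 A-class arrays). The 34 synaptic vesicle genes had medians of 0.544, 0.947 and 1.06 on the A-class arrays, and the 21 hypodermis genes had medians of -0.509, -0.425 and -0.338.

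For each array, 100 ng of total RNA was amplified in 2 rounds of in vitro transcription and labeled with biotin. The authors normalized the intensities by RMA, which corrects background, normalizes between arrays and combines the probes of a probe set, and the values are on a linear scale. Array medians lay between 66.9 and 70.1, and interquartile ranges of log2 intensity were 1.78 to 2.01 for A-class arrays and 1.96 to 2.20 for reference arrays. The coefficient of determination of log2 intensities over all probe sets was 0.938 to 0.969 for pairs of reference arrays, 0.893 to 0.947 for pairs of A-class arrays and 0.772 to 0.876 between the groups. From these values log2 was taken here, and the groups were compared for all 22548 probe sets with limma, with Benjamini-Hochberg adjustment. The 1% limit is the paper's false discovery rate for its pan-neural and larval A-class datasets, as its text states none for the embryonic A-class list, and 1.7 is the smallest fold change in its embryonic A-class table. Without A-class replicate 1, 2 or 3 the numbers higher and lower were 191 and 260, 355 and 356, and 177 and 218, and without reference replicate 2, 3 or 4 they were 135 and 172, 228 and 320, and 187 and 313. No chip lot or hybridization day held arrays of both groups, so these cannot be told apart from the cell type. With the fluidics module as a block, 73 genes were higher and 80 were lower. Over the 942 genes that passed without the block, the median size of the log2 fold change was 1.37 without and 1.36 with it, with median standard errors of 0.189 and 0.196, and the block left 3 residual degrees of freedom in place of 5. The 2 modules that held both groups had 2 and 1 arrays of each. Of the genes that the paper names for this profile and that passed, unc-3, unc-4, unc-2, unc-18, sng-1, flp-13, acc-4 and ttx-1 also passed with the block and the others lost their calls.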

The embryonic A-class motor neurons are similar to the post-embryonic VAs in that they express *unc-4*, are cholinergic, extend anteriorly directed axons, and receive inputs from the command interneurons AVA, AVD, and AVE [79]. The strong overlap of these distinct morphological and functional traits as well as some residual larval expression of *unc-4 *in embryonic A-class motor neurons (Figure 11b) are consistent with the observation that approximately 40% of transcripts enriched in the larval A-class motor neuron dataset (162/412) are also elevated in the embryonic A-class motor neuron MAPCeL profile (representation factor 7.4, *p *< 3.1e^-99^; Figure 8b; Additional data file 10). 

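Of the 162 probe sets that the paper lists as enriched in both A-class profiles, 159 genes could be followed on the embryonic arrays. In embryonic A-class cells 91 of them were higher than in the reference, none was lower and 68 did not pass the test, and 128 were higher when adjusted over the list alone. The median log2 fold change of the 159 genes was 1.33, and 154 had a higher mean in A-class cells. All 995 probe sets of the paper's embryonic A-class list had a higher mean. The remaining genes are thus represented by a probe set other than the listed one. The list was chosen by the study partly on these arrays, so its direction is not independent evidence. The gene with the largest change of all, glb-22, which encodes a globin, had an intensity of 1019 ± 498 (SD, n = 3 arrays) against 52.5 ± 9.38 (SD, n = 4 arrays) in the reference. F47D12.3, which encodes a protein with a BTB/POZ domain, had 630 ± 58.8 against 37.7 ± 9.17 and nssp-78 had 1620 ± 295 against 117 ± 30.2, with the same numbers of arrays. The corresponding log2 fold changes from limma were 4.19 (adjusted p = 0.000341), 4.09 (adjusted p = 0.000173) and 3.81 (adjusted p = 0.000184). The larval A-class arrays were not analysed here. The paper proposes that this overlap goes with the traits common to these motor neurons and with some residual expression of unc-4 in embryonic A-class motor neurons of larvae.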

Transcripts from the cholinergic locus, *cha-1 *(choline acetyl transferase) and *unc-17 *(vesicular ACh transporter), which are essential for the biosynthesis and packaging of ACh into synaptic vesicles, are enriched in both A-class motor neuron profiles [24]. In addition to these gene families, several others are enriched in both embryonic and larval A-class motor neurons (Additional data file 19). 

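The vesicular acetylcholine transporter transcript, unc-17, was higher in embryonic A-class cells, with an intensity of 410 ± 84.9 (SD, n = 3 arrays) against 128 ± 17.1 (SD, n = 4 arrays) in the reference. Its log2 fold change was 1.67 (standard error 0.17, adjusted p = 0.00107 from limma), and all 3 of its probe sets were higher. The choline acetyltransferase transcript, cha-1, had 269 ± 152 in A-class cells and 112.6 ± 17.1 in the reference, a log2 fold change of 1.12 (standard error 0.32) that did not pass at an adjusted p of 0.0461. Of 9 genes of acetylcholine use and of its control by transcription factors, 3 were higher and none was lower, with the same numbers when adjusted over the list alone. The higher genes were unc-17 and the transcription factor genes unc-3 and unc-4. The choline transporter gene cho-1 had a log2 fold change of 0.44 (adjusted p = 0.034), and none of the acetylcholinesterase genes ace-1, ace-2, ace-3 and ace-4 passed the test. As a group the 9 genes were higher than other genes (adjusted p = 0.00619 from camera, and adjusted p = 0.644 with an estimated correlation). The cells were sorted by the unc-4 promoter, and without unc-4, a choice made after seeing the data, the other 8 genes had a median of 0.33 and did not pass (adjusted p = 0.0589 from camera). Nor did the 9 genes on the arrays of fluidics module 1 alone, also tried after seeing the data (adjusted p = 0.096), and their median of 0.44 was 0.21 with only probe sets ending in _at and 0.78 without the dimmest 30% of probe sets. With the fluidics module as a block the log2 fold change of unc-17 was 1.69 (adjusted p = 0.0139 from limma), outside the limit for a call.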

ACh signaling depends on the synaptic vesicle cycle and genes with key roles in this mechanism are elevated in both datasets: these include *unc-18*, *snt-1 *(syntaxin), *snn-1 *(synapsin), *ric-4 *(SNAP-25), *sng-1 *(synaptogyrin), *unc-2 *(calcium channel), *rab-3*, and *unc-11 *(clathrin component). In addition, genes with either established or likely roles in the G-protein coupled signaling pathways that modulate ACh release from these motor neurons (*dop-1*, *pkc-1*, *kin-2*, *gar2*, *rgs-1*, *rgs-6*, *gpc-2*) are common to both enriched datasets [5,81]. 

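Of the 8 genes unc-18, snt-1, snn-1, ric-4, sng-1, unc-2, rab-3 and unc-11, 6 were higher in embryonic A-class cells and none was lower, and all 8 were higher when adjusted over the list alone. The study chose these genes on these samples, so the list is not independent evidence of their direction. The synaptogyrin transcript sng-1 had an intensity of 429 ± 1.48 (SD, n = 3 arrays) against 109 ± 18.0 (SD, n = 4 arrays) in the reference, a log2 fold change of 2.00 (standard error 0.14, adjusted p = 0.000375 from limma). Transcripts of ric-4, the SNAP-25 homolog of the vesicle fusion machinery, had 1797 ± 225 against 551 ± 175, a log2 fold change of 1.75 (adjusted p = 0.0024). For unc-2, the calcium channel gene, the log2 fold change was 1.99 (adjusted p = 0.00414), with reference replicate 3 lying apart from the other reference arrays and only 1 of 4 probe sets higher. The syntaxin-binding gene unc-18 had 1.73 (adjusted p = 0.00461, and 0.28 with an adjusted p of 0.469 for its other probe set), the synapsin gene snn-1 had 1.21 (adjusted p = 0.00385) and the clathrin adaptor gene unc-11 had 1.38 (adjusted p = 0.00591, with 1 of 10 probe sets higher). The synaptotagmin gene snt-1 did not pass, with a log2 fold change of 1.44 (standard error 0.39, adjusted p = 0.0386), and nor did rab-3, with 1.41 (standard error 0.32, adjusted p = 0.0212), although another rab-3 probe set was higher by 1.05 on the log2 scale (adjusted p = 0.00176).

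**Figure D2:**
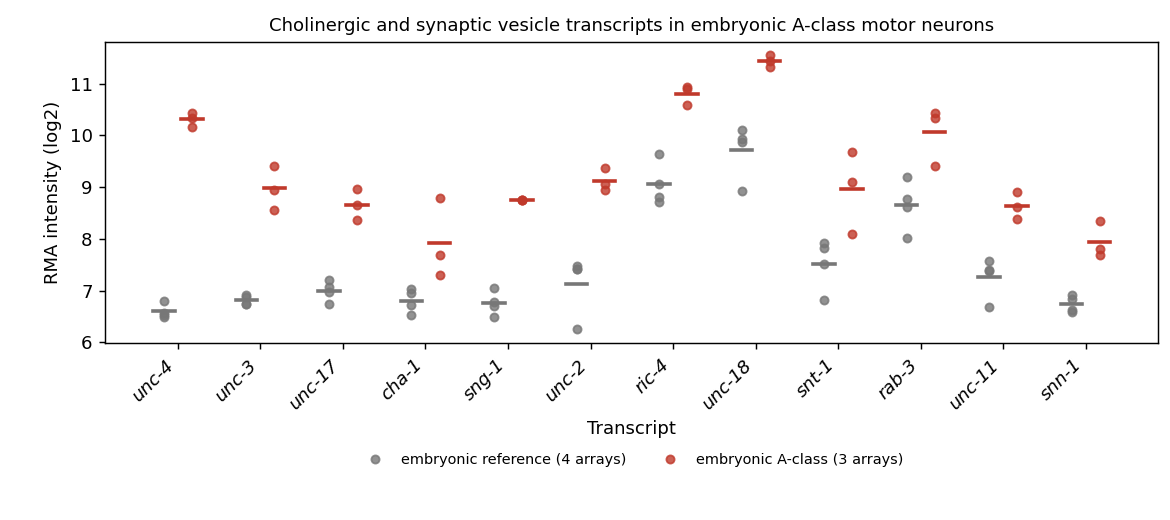
RMA intensity on a log2 scale for cholinergic and synaptic vesicle transcripts, with 1 point per array (gray, 4 embryonic reference arrays; red, 3 embryonic A-class arrays) and a bar at the mean of each group. The 3 A-class points of sng-1 lie almost on top of each other, while those of snt-1 and cha-1 spread widely.

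Over a wider list of 34 genes of the synaptic vesicle cycle, 11 were higher and 1 was lower, or 13 and 1 when adjusted over the list alone, with a median log2 fold change of 0.67. Among them were unc-10, which encodes the active zone protein RIM (log2 fold change 2.40, adjusted p = 0.00121 from limma), and aex-3, a regulator of Rab proteins (1.93, adjusted p = 0.0012). The other probe sets of unc-10 (0.38 and 1.03) and of aex-3 (0.38) did not pass. The group was higher than other genes (adjusted p = 5.77e-06 from camera, and adjusted p = 0.644 with an estimated correlation). Its median was 0.51 with the fluidics module as a block, 0.45 and 0.91 within the 2 modules, and 1.34 with only probe sets ending in _at. When 1 array was left out at a time, sng-1, unc-10 and aex-3 passed each time. Adding the fluidics module as a block ended the calls of aex-3, ric-4, snn-1 and unc-11 (adjusted p 0.0142, 0.0205, 0.0243 and 0.0172), at log2 fold changes of 1.84, 1.63, 1.24 and 1.19 (standard errors 0.235, 0.251, 0.206 and 0.167). The calls of unc-2, unc-18 and unc-11 were lost without any A-class array or without reference replicate 2 or 4 (adjusted p up to 0.0188, 0.0211 and 0.0231). That of snn-1 was lost without A-class replicate 1 or reference replicate 2, 3 or 4 (up to 0.0172), and that of ric-4 without A-class replicate 1 or 3 or reference replicate 2 (up to 0.0133).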

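Of the 7 genes dop-1, pkc-1, kin-2, gar-2, rgs-1, rgs-6 and gpc-2, 2 were higher in embryonic A-class cells and none was lower, and 5 were higher when adjusted over the list alone, which the study chose on these samples. The muscarinic acetylcholine receptor transcript gar-2 had an intensity of 279 ± 50.6 (SD, n = 3 arrays) against 110 ± 23.1 (SD, n = 4 arrays), a log2 fold change of 1.34 (standard error 0.20, adjusted p = 0.00381 from limma). The transcript of rgs-6, a regulator of G-protein signaling, had 306 ± 19.7 against 136 ± 19.6, a log2 fold change of 1.18 (adjusted p = 0.00171), and 2 of its 3 probe sets were higher. The dopamine receptor gene dop-1 had a log2 fold change of 1.68 (standard error 0.35, adjusted p = 0.0145), the G-protein gamma subunit gene gpc-2 had 1.70 (standard error 0.39, adjusted p = 0.0206), rgs-1 had 0.90 (standard error 0.21, adjusted p = 0.0231) and the protein kinase C gene pkc-1 had 0.97 (standard error 0.32, adjusted p = 0.0719), with 0.36 and -0.10 for its other probe sets. The probe set that stands for kin-2, a regulatory subunit of protein kinase A, had -0.06 (standard error 0.12, adjusted p = 0.736), with reference replicate 3 apart from the other reference arrays, while another of its probe sets was higher by 0.97 (adjusted p = 0.00951). Of 30 genes of G-protein signaling, 4 were higher and none was lower, or 7 and none when adjusted over the list alone. The other two were gar-3, a second muscarinic receptor gene (log2 fold change 1.27), and egl-30, the Gq alpha subunit gene (0.82), whose other probe sets did not pass (0.65 and 0.47 for gar-3, -0.08 for egl-30). All 4 lost their calls with the fluidics module as a block (adjusted p 0.0166 to 0.0304), at log2 fold changes of 1.23 for gar-2, 1.11 for rgs-6, 1.29 for gar-3 and 0.74 for egl-30. The group was higher than other genes (adjusted p = 0.000126 from camera, and adjusted p = 0.644 with an estimated correlation), with a median of 0.42 with this block and of 0.41 and 0.44 within the 2 modules. The calls of gar-2 and gar-3 were lost without A-class replicate 1 or 3 or reference replicate 2, 3 or 4 (adjusted p up to 0.0189 and 0.0162), and that of egl-30 without any 1 array (up to 0.0215).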

The general role of A-class motor neurons in both releasing and responding to a broad range of neuroactive signals is underscored by the embryonic and larval enrichment of multiple neuropeptides (that is, *flp-2*, *flp-4*, *flp-5*, and *flp-13*) (Figure 4B). 

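Of flp-2, flp-4, flp-5 and flp-13, which encode FMRFamide-like neuropeptides, 2 were higher in embryonic A-class cells, and all 4 were when adjusted over the list alone, a list that the study chose on these samples. The transcript of flp-2 had an intensity of 795 ± 52.9 (SD, n = 3 arrays) against 160 ± 63.1 (SD, n = 4 arrays) in the reference, where replicate 1 lay apart from the others. Its log2 fold change was 2.39 (standard error 0.25, adjusted p = 0.00108 from limma), and 2.32 (adjusted p = 0.0133) with the fluidics module as a block. For flp-4 the log2 fold change was 1.86 (standard error 0.35) and did not pass at an adjusted p of 0.0102. For flp-5 the intensities were 714 ± 118 and 378 ± 115, a log2 fold change of 0.96 (standard error 0.25, adjusted p = 0.0323) that did not pass either.

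**Figure D3:**
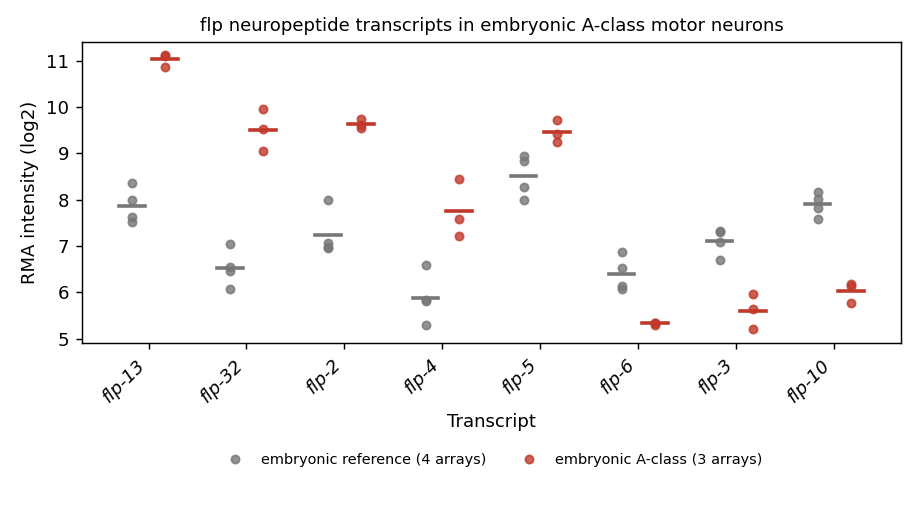
RMA intensity on a log2 scale for 8 flp transcripts, with 1 point per array (gray, 4 embryonic reference arrays; red, 3 embryonic A-class arrays) and a bar at the mean of each group. The A-class points of flp-13, flp-32 and flp-2 lie above all reference points, and those of flp-6, flp-3 and flp-10 lie below them.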

Shared ionotropic receptors include the nAChR subunits, *acr-12*, *acr-14 *and *unc-38*, which lead to excitatory responses, as well as the recently described ACh gated chloride subunit, *acc-4 *(T27E9.9), which should mediate acetylcholine-induced inhibition of motor neuron activity [82]. Together, these data support the proposal that *C. elegans *A-class motor neurons utilize complex mechanisms for integrating signals originating as either paracrine or autocrine stimuli [5].

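Of the 4 ionotropic receptor genes acr-12, acr-14, unc-38 and acc-4, 3 were higher in embryonic A-class cells and all 4 were when adjusted over the list alone, which the study chose on these samples. The acetylcholine-gated chloride channel subunit transcript acc-4 had an intensity of 240 ± 26.6 (SD, n = 3 arrays) against 66.2 ± 12.7 (SD, n = 4 arrays), a log2 fold change of 1.87 (standard error 0.17, adjusted p = 0.000609 from limma). The nAChR subunit transcript acr-12 had 1136 ± 266 against 404 ± 51.9, a log2 fold change of 1.47 (adjusted p = 0.00213). For unc-38 the log2 fold change was 1.02 (standard error 0.17, adjusted p = 0.00597). The value for acr-14 was 1.39 (standard error 0.27, adjusted p = 0.0108), just outside the limit. Across 28 genes of the nAChR family, 3 were higher and none was lower, or 5 and none when adjusted over the list alone. The third gene was acr-2 (log2 fold change 0.87, adjusted p = 0.0045). The family was higher than other genes (median 0.27, adjusted p = 0.0188 from camera, and adjusted p = 0.644 with an estimated correlation), with a median of 0.28 with the fluidics module as a block and of 0.15 and 0.21 within the 2 modules. It did not pass with only probe sets ending in _at (adjusted p = 0.0597), without the dimmest 30% of probe sets (0.0506), without A-class replicate 1 (0.0509) or, tried after the data were seen, on module 1 alone (0.117), and its median was 0.13 with log2 of the value plus 50. Leaving out A-class replicate 3 or reference replicate 2 ended the calls of acr-12 and unc-38 (adjusted p up to 0.0118 and 0.0244), and unc-38 also lost its call without A-class replicate 1, reference replicate 3 or reference replicate 4. The call of acr-2 was kept only without reference replicate 1 (adjusted p up to 0.019 otherwise) and was lost with the block (0.0257, log2 fold change 0.79). Those of acr-12 and unc-38 were lost with the block too (0.0195 and 0.0345, log2 fold changes 1.41 and 0.96).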

Other transcripts that are highly enriched in both embryonic and larval A-class datasets with potential roles in specifying shared characteristics of this motor neuron class include: *syg-1*, which encodes an Ig-domain membrane protein that localizes the presynaptic apparatus of the HSN motor neuron in the egg laying circuit (Figure 6g) [83]; *rig-6*, which encodes the nematode homolog of contactin, a membrane protein with extracellular fibronectin and Ig domains that organizes ion channel assemblages [84,85]; and *cdh-11*, which encodes the homolog of calsyntenin, a novel cadherin-like molecule that is highly localized to postsynaptic sites [86]. 

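Of syg-1, rig-6 and cdh-11, only rig-6, the contactin homolog, passed the test in embryonic A-class cells. Its intensity was 567 ± 37.1 (SD, n = 3 arrays) against 275 ± 48.1 (SD, n = 4 arrays) in the reference, a log2 fold change of 1.06 (standard error 0.16, adjusted p = 0.00421 from limma). The Ig-domain gene syg-1 had a log2 fold change of 0.86 (standard error 0.30, adjusted p = 0.0855), and the calsyntenin homolog cdh-11, named casy-1 in the current annotation, had 0.81 (standard error 0.28, adjusted p = 0.0865). The other probe sets of these genes had 0.48 and 0.05. The number higher was also 1 when adjusted over the list alone. The call of rig-6 was kept without reference replicate 3 and lost when any other single array was left out, with adjusted p up to 0.0173.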

Finally, we note that of the 25 genes that encode innexin gap junction components [87], only one, *unc-9*, is enriched in both of the A-class motor neuron datasets. This finding points to the UNC-9 protein as a likely component of gap junctions that couple A-class motor neurons with command interneurons that drive motor circuit activity in the ventral nerve cord [37].

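The innexin transcript unc-9 had an intensity of 1148 ± 446 (SD, n = 3 arrays) in embryonic A-class cells and 397 ± 106 (SD, n = 4 arrays) in the reference. Its log2 fold change of 1.49 (standard error 0.33) was the largest among the 25 innexin genes, and did not pass at an adjusted p of 0.0177 from limma, with 0.20 for its other probe set. When adjusted over the list alone, 1 innexin gene was higher and 4 were lower. Over all genes tested none of the 25 was higher and 2 were lower, inx-13 by -1.63 on the log2 scale (adjusted p = 0.00297) and inx-11 by -0.78 (adjusted p = 0.00864). The family as a whole was lower than other genes (median -0.19, adjusted p = 0.0211 from camera, and adjusted p = 0.644 with an estimated correlation). Its median was -0.15 with the fluidics module as a block, and -0.12 and -0.24 within the 2 modules. It was -0.03 with only probe sets ending in _at, where the family did not pass (adjusted p = 0.298), nor did it without the dimmest 30% of probe sets (-0.25, 0.0803) or without A-class replicate 2 (0.0612), and with log2 of the value plus 50 the median was -0.12. Neither inx-13 nor inx-11 kept its call with the block (-1.62 and -0.80, adjusted p 0.0271 and 0.0332). The call of inx-11 was lost on leaving out any 1 array (adjusted p up to 0.0338), and that of inx-13 on leaving out any A-class array, reference replicate 2 or reference replicate 3 (adjusted p up to 0.0122).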

In addition to genes that are enriched in both embryonic and larval A-class motor neurons, we also detected transcripts that are selectively elevated in one or the other dataset (Additional data file 10). Transcription factors comprise the largest group of differentially expressed genes. Of 24 transcription factor genes enriched in embryonic A-class motor neurons, only two, *unc-3 *and *unc-4*, are also included in the separate list of 10 transcription factors enriched in larval A-class motor neurons (Table 3). 

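Among 13 genes that the paper classes as transcription factors for A-class motor neurons, unc-4 showed the largest rise, and unc-3, which encodes the O/E helix-loop-helix factor, the next. Here ceh-44 is counted through a probe set annotated to the overlapping gene cone-1. The paper places ret-1 with homeobox genes and aipr-1 with aryl-hydrocarbon receptors, and whether these 2 encode transcription factors was not checked here. The unc-3 transcript had an intensity of 519 ± 153 (SD, n = 3 arrays) in embryonic A-class cells and 112.8 ± 7.19 (SD, n = 4 arrays) in the reference, a log2 fold change of 2.16 (standard error 0.19, adjusted p = 0.000583 from limma). It passed when any 1 array was left out. In all, 9 of the 13 were higher and none was lower, or 11 when adjusted over the list alone, which the study chose largely on these samples. The homeobox gene ttx-1 had a log2 fold change of 1.52 (adjusted p = 0.0013), aipr-1 had 1.22 (adjusted p = 0.00285) and ret-1 had 0.86 (adjusted p = 0.00425). The other probe sets of ttx-1 and ret-1 had 0.08 (adjusted p = 0.699) and 0.01 (adjusted p = 0.976). The SMAD family gene tag-68 had 1.18 (adjusted p = 0.0211) and did not pass. Of 89 homeobox genes on the array, 3 were higher and 8 were lower, with the same numbers when adjusted over the list alone. As a group they did not differ from other genes (adjusted p = 0.538 from camera). The call of aipr-1 was lost without A-class replicate 1 or 3 or reference replicate 2 or 4 (adjusted p up to 0.0147), and that of ret-1 without A-class replicate 1 or 2 or reference replicate 2, 3 or 4 (up to 0.0153).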

UNC-3 (O/E HLH protein) and UNC-4 (homeodomain protein) have been previously shown to specify shared characteristics of embryonic and larval A-class motor neurons [36,75,76]. Roles for the remaining transcription factors in the differentiation of these motor neuron subtypes are unknown. For example, members of the POU (*ceh-6*) and CUT (*ceh-44*) classes of homeodomain protein families, which are well-established determinants of neuronal fate [88,89], are selectively enriched in the larval A-class list. Conversely, five members of the nuclear hormone receptor family (*nhr-3*, *nhr-95*, *nhr-104*, *nhr-116 *and F41B5.9) are preferentially expressed in embryonic A-type motor neurons. 

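In embryonic A-class cells, neither ceh-6 nor the probe set used for ceh-44 passed the test. The POU homeobox transcript ceh-6 had an intensity of 76.5 ± 14.0 (SD, n = 3 arrays) against 58.5 ± 2.14 (SD, n = 4 arrays) in the reference, a log2 fold change of 0.37 (standard error 0.14, adjusted p = 0.106 from limma). The probe set that the paper's tables pair with the CUT homeobox gene ceh-44 had 623 ± 221 against 491 ± 104, a log2 fold change of 0.30 (standard error 0.28, adjusted p = 0.473). The annotation gives it to cone-1, a gene that overlaps ceh-44, so this value can be of either gene.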

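Of the nuclear hormone receptor genes nhr-3, nhr-95, nhr-104, nhr-116 and F41B5.9, all but F41B5.9 were higher in embryonic A-class cells than in the reference. The nhr-3 transcript had an intensity of 2719 ± 399 (SD, n = 3 arrays) against 1030 ± 218 (SD, n = 4 arrays), a log2 fold change of 1.42 (standard error 0.20, adjusted p = 0.00324 from limma). Reference replicate 3 lay apart from the other reference arrays for nhr-3, and 1 of its 2 probe sets was higher. The log2 fold changes were 0.97 for nhr-116 (adjusted p = 0.0031), 0.88 for nhr-95 (adjusted p = 0.0029) and 0.83 for nhr-104 (adjusted p = 0.00923). F41B5.9, now named nhr-182, had 0.79 (standard error 0.19, adjusted p = 0.0242). Across the family of 259 measured nuclear hormone receptor genes, 5 were higher and 5 were lower, or 4 and 4 when adjusted over the list alone. Among those lower were nhr-43 (log2 fold change -2.72), nhr-10 (-1.49), sex-1 (-1.44) and nhr-57 (-1.10), of which sex-1 and nhr-57 lost their calls with the fluidics module as a block (-1.48 and -1.19, adjusted p 0.0183 and 0.0156). With this block nhr-3, nhr-116, nhr-95 and nhr-104 lost theirs too (1.25, 0.97, 0.89 and 0.84, adjusted p 0.0133 to 0.0427). As a whole the family did not differ from other genes (adjusted p = 0.538 from camera). Leaving out A-class replicate 3 or reference replicate 2 ended the call of each of the 4 genes that were higher. The same held without A-class replicate 1 for nhr-3 (adjusted p up to 0.0161), nhr-116 (up to 0.0128) and nhr-95 (up to 0.0135), without reference replicate 4 for nhr-3 and nhr-116, without reference replicate 3 for nhr-116, and without any array other than A-class replicate 1 for nhr-104 (up to 0.0365). Of the lower ones, nhr-10 lost its call without A-class replicate 3 (0.0124), sex-1 without reference replicate 2 or 4 (up to 0.0137) and nhr-57 without A-class replicate 1 or 2 or reference replicate 2 or 4 (up to 0.0166).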

The extent to which these different combinations of transcription factors account for characteristics that distinguish embryonic and larval A-class motor neurons can now be explored by genetic analysis.

A key morphological feature that distinguishes DA from VA motor neurons is clearly linked to differential levels of specific transcripts in embryonic versus larval A-class datasets. During embryonic development, DA motor neurons extend commissures that circumnavigate the body wall to innervate dorsal muscles. 

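Of the receptor genes for axon guidance unc-5, unc-40 and clr-1, unc-40, which encodes the DCC homolog, was higher in embryonic A-class cells. Its intensity was 478 ± 72.5 (SD, n = 3 arrays) against 197 ± 38.7 (SD, n = 4 arrays) in the reference, a log2 fold change of 1.29 (standard error 0.19, adjusted p = 0.00393 from limma), with 1 of its 3 probe sets higher. The receptor tyrosine phosphatase gene clr-1 had a log2 fold change of 0.87 (standard error 0.26, adjusted p = 0.0559), and its other probe set had -0.43 (adjusted p = 0.455). The netrin receptor gene unc-5 had 0.49 (standard error 0.35, adjusted p = 0.351), and its other probe set had 0.81 (adjusted p = 0.0964). The gene of the netrin ligand, unc-6, had 1.24 (standard error 0.27, adjusted p = 0.0171), and -0.03 (adjusted p = 0.917) for its other probe set. Of 30 genes of axon guidance and outgrowth, 3 were higher and 1 was lower, or 4 and 2 when adjusted over the list alone. The others that were higher were unc-69 (log2 fold change 1.19) and unc-76 (1.08), both needed for axon outgrowth, and the ephrin gene vab-2 was lower (-1.30). With the fluidics module as a block these 3 lost their calls (1.23, 0.92 and -1.35, adjusted p 0.0178 to 0.024 from limma). The call of unc-40 was lost with the block too (1.14, adjusted p 0.0167). The group did not pass against other genes (adjusted p = 0.137 from camera), but was higher with only probe sets ending in _at (0.0424), after quantile normalization once more (0.0389) and without A-class replicate 2 (0.0307). The call of unc-40 was lost on leaving out A-class replicate 1, A-class replicate 3, reference replicate 2 or reference replicate 4 (adjusted p up to 0.0189). That of unc-69 was lost without A-class replicate 3 (adjusted p 0.0122), that of unc-76 without any A-class array or reference replicate 2 or 4 (up to 0.0326), and that of vab-2 without A-class replicate 1 or reference replicate 2 (up to 0.011).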

The dorsal trajectory of DA motor neuron outgrowth depends on the UNC-6/netrin receptor genes, *unc-5 *and *unc-40*, and the receptor protein tyrosine phosphatase (RPTP) *clr-1 *gene [90,91], all three of which are enriched in the embryonic A-class dataset (Figure 12). In contrast, *unc-5*, *unc-40 *and *clr-1 *are not elevated in larval VA motor neurons, which consequently innervate muscles on the ventral side. Guidance cues that govern the anteriorly directed outgrowth of motor axons, the dorsal and ventral nerve cords, respectively, are not known. However, a likely candidate to direct axonal outgrowth along the *C. elegans *anterior-posterior axis is Wingless (Wnt) signaling [92-94]. In this regard, it is interesting that a comparison of the embryonic and larval A-class motor neuron transcripts identifies two different Wnt receptors that are selectively enriched in either the DA (*lin-17*) or VA (*mig-1*) motor neurons. In addition, the transcript for the Wnt ligand *cwn-1 *shows elevated expression in the embryonic A-class dataset.

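In embryonic A-class cells the Wnt receptor transcript lin-17 had a log2 fold change of 0.39 over the reference (standard error 0.21, adjusted p = 0.238 from limma, 3 arrays against 4), and its other probe set had 0.76 (adjusted p = 0.0685). The paper's list gives lin-17 a fold of 1.7 (the paper's value), which is nearer to that other probe set than to the one used here. The Wnt receptor transcript mig-1 had an intensity of 140 ± 26.9 (SD, n = 3 arrays) against 131 ± 12.2 (SD, n = 4 arrays), a log2 fold change of 0.09 (standard error 0.15, adjusted p = 0.714), and 0.46 (adjusted p = 0.164) for its other probe set. Neither passed the test. The difference between embryonic and larval A-class cells was not tested, because the larval arrays were not analysed here.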

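The Wnt ligand transcript cwn-1 had an intensity of 398 ± 77.6 (SD, n = 3 arrays) in embryonic A-class cells against 146 ± 20.9 (SD, n = 4 arrays) in the reference, a log2 fold change of 1.44 (standard error 0.17, adjusted p = 0.00188 from limma). Of 15 genes of the Wnt pathway it was the 1 that was higher, and none was lower, with the same numbers when adjusted over the list alone. The list as a whole did not differ from other genes (adjusted p = 0.839 from camera). Without A-class replicate 3 the adjusted p of cwn-1 was 0.0105.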

### Comparisons to microarray profiles of *C. elegans *sensory neurons identify differentially expressed transcripts

Colosimo *et al*. [8] used MAPCeL to profile the sensory neurons AFD and AWB. We found that <20% of AFD/AWB enriched transcripts also show elevated expression in embryonic A-type motor neurons (Figure 8f; Additional data file 11), a finding consistent with the distinct roles of these neuron classes in *C. elegans*. For example, the AFD-specific guanylate cyclase genes, *gcy-8 *and *gcy-23*, are excluded from the enriched embryonic A-type motor neuron dataset, whereas the A-class specific transcription factor, *unc-4*, is not found in the AFD/AWB profile (Additional data file 11). In contrast, a significantly larger fraction (approximately 43%) of AFD/AWB enriched transcripts, including *gcy-8 *and *gcy-23*, are elevated in the embryonic pan-neural profile (Figure 8e) (Additional data file 11). 

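The guanylate cyclase transcripts gcy-8 and gcy-23 of the AFD thermosensory neurons did not pass the test in embryonic A-class cells. For gcy-8 the intensity was 42.1 ± 4.81 (SD, n = 3 arrays) against 34.5 ± 2.98 (SD, n = 4 arrays) in the reference, a log2 fold change of 0.28 (standard error 0.13, adjusted p = 0.158 from limma). For gcy-23 it was 70.7 ± 15.7 against 64.2 ± 10.4, a log2 fold change of 0.13 (standard error 0.18, adjusted p = 0.641). Both lie near or under the array medians. Of 10 genes that mark AFD or AWB neurons, 1 was higher and none was lower, with the same numbers when adjusted over the list alone. This was ttx-1, a homeobox gene that the paper lists among the embryonic A-class transcription factors. The group did not differ from other genes (adjusted p = 0.538 from camera).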

Similar results were obtained when comparing the larval pan-neural and A-class datasets to a larval profile of chemosensory neurons [14] (data not shown). These findings confirm the reliability of these neuron-specific profiling methods for identifying differentially expressed transcripts and confirm that the panneural profiling approach is sufficiently sensitive to detect genes expressed in diverse cell types throughout the *C. elegans *nervous system.

### Microarray profiles are consistent with gene expression topographic maps

We compared our data to a topographic map derived from 553 microarray experiments in which genes are assigned to specific 'mountains' based on similarities in gene expression [95]. In some instances, co-regulated genes were grouped into specific functional subsets, thereby defining the 'name' of the mountain. For example, mountain 6 contains many genes that are known to function in neurons. Neuronal transcripts identified in all four of our neuronal microarray experiments (embryonic and larval pan-neural, embryonic and larval A-class) are significantly over-represented in the neuromuscular mountain (mountain 1) and one of the neuronal mountains (mountain 6). In contrast, transcripts in the embryonic muscle dataset are significantly under-represented in mountains 1 and 6 but are over-represented in the muscle mountain (mountain 16) (RMF, DMM unpublished data). These data provide additional validation for our neuronal expression profiles.

### Detection of expressed genes

We limited the analysis above to transcripts that show a statistically significant level of enrichment in neurons relative to other cell types in order to focus on genes that may function predominantly in the nervous system. Our microarray data, however, also include intensity values for a larger group of transcripts that may be broadly expressed in neurons as well as in other tissues. We define these transcripts as 'expressed genes' (EGs). We identified 7,953 EGs in the MAPCeL profile of embryonic neurons using criteria that exclude transcripts that are likely to originate from the small fraction (approximately 10%) of non-GFP cells in the FACS preparation [5] (Additional data file 12). For the larval pan-neural and larval A-class motor neuron datasets obtained with the mRNA-tagging method, EGs were defined using similar considerations, in this case, to exclude transcripts that are likely due to background levels of RNA adhering nonspecifically to the sepharose beads used in the immunoprecipitation step (see Materials and methods). EGs in these experimental samples represent transcripts that may be enriched in neurons as well as genes that are expressed at comparable levels in neurons and in other tissues. This approach identified a total of 4,033 EGs in the larval pan-neural dataset and 3,320 EGs in the larval A-class profile (Additional data file 13). As expected, 'housekeeping' genes are prevalent in these datasets but excluded from the neuron enriched profiles. For example, 20 ribosomal subunit genes (13 large, 7 small) are included in the dataset of larval pan-neural EGs but are not listed in the profile of transcripts enriched in larval neurons (Additional data files 1 and 13).

A comparison of all EGs in the larval and embryonic datasets described in this paper (that is, reference, pan-neural, A-class motor neurons), in addition to the previously described embryonic A-class dataset [5], reveals a total of approximately 12,000 unique transcripts or 63% of the predicted genes represented on the *C. elegans *Affymetrix Gene Chip (Additional data file 14). We note that approximately 1,600 of these EGs correspond to transcripts that have not been previously confirmed by expressed sequence tags (Additional data file 16); a subset of 336 transcripts from this group is enriched in at least one of the neuronal datasets, suggesting that they may have specific functions in *C. elegans *neurons.

## Discussion

We have used two complementary microarray-based strategies to obtain comprehensive gene expression profiles of developing *C. elegans *neurons. In the MAPCeL method, GFP-labeled embryonic neurons were isolated by FACS for microarray profiling [5]. Because postembryonic neurons are not readily available for sorting [12], we used an alternative strategy, the mRNA-tagging method, to profile the larval nervous system [11]. In this approach, neuronal mRNAs were purified by immunoprecipitation from transgenic animals expressing an epitope-tagged RNA binding protein (FLAG-PAB-1) in larval neurons. Together, these microarray datasets identify 2,488 transcripts that show elevated expression in the *C. elegans *nervous system relative to other tissues in at least one developmental stage (that is, embryonic or larval) (Additional data file 10). A bioinformatic query of WormBase confirmed enrichment of known neural transcripts in these datasets (Figure 3a). In addition, analysis of a representative group of newly constructed GFP reporters has confirmed *in vivo *neural expression of >90% of previously uncharacterized genes on these lists (Table 1). We therefore conclude that these 'panneural' profiles provide accurate representations of gene expression in the *C. elegans *embryonic and larval nervous systems. These transcripts encode proteins with a broad array of functions. For example, as expected, ion channels, neurotransmitter receptors and synaptic vesicle components are highly represented (Figure 7; Table 2; Additional data file 4). In a striking indication of the complex signaling capacity of the *C. elegans *nervous system, most of the known peptide neurotransmitter genes (for example, 20 of 23 FMRFamide genes or '*flps*') are enriched in the larval pan-neural dataset (Figure 4; Additional data file 4) [96]. Neural functions for previously uncharacterized members of these gene families can now be assigned by genetic or RNAi analysis. With this possibility in mind, we tested the applicability of these expression data for predicting *in vivo *functions for genes in this dataset that are also included in a genome-wide interaction map or 'interactome' for *C. elegans *proteins [67]. This analysis revealed that proteins encoded by a subset of panneural transcripts are linked to identified components of the synaptic vesicle cycle and, therefore, predicts that genetic or RNAi perturbation of these genes should result in neurotransmitter signaling defects (Figure 10). In addition to finding transcripts that may have shared roles in both the embryonic and larval nervous system, these pan-neural profiles have also identified a significant number of genes (71%, 1,777/2,488) that are differentially enriched in either embryonic or larval neurons. In the future, it will be interesting to determine if these genes define stage-specific features of the developing nervous system.

### The mRNA-tagging method can be used to generate gene expression profiles of specific neurons

In addition to detecting transcripts that are broadly expressed throughout the nervous system (that is, synaptic vesicle components), the pan-neural profiles also include genes that are selectively expressed in specific neurons. In most instances, these known assignments are based on promoter-GFP reporter constructs for a limited number of genes in a given neuron and are, therefore, incomplete. To test the applicability of the mRNA-tagging strategy for obtaining a comprehensive gene expression profile of a specific subset of neurons, we utilized this approach to fingerprint a group of 18 larval cells largely composed of A-type motor neurons [35,75]. This experiment revealed >400 transcripts with enriched expression in these cells (Additional data file 1). Although the majority (70%) of these transcripts also show elevated expression in the larval pan-neural profile (Figure 8), a significant fraction of these mRNAs are exclusively enriched in the A-class dataset in this comparison and are, therefore, likely to represent genes with limited expression in the nervous system. These results indicate that the mRNA-tagging strategy can now be applied to monitor gene expression in specific *C. elegans *neurons and that this approach should detect neuron-specific genes with potential key roles in the specification or function of individual neuron types. Our findings confirm an earlier study in which a neuron specific promoter was used in conjunction with the mRNA-tagging strategy to identify transcripts that are highly expressed in a group of approximately 50 sensory neurons from *C. elegans *[14]. Our work provides the important technical advance, however, of substantially enhancing the sensitivity of this method; we show that reliable profiles can be obtained by amplifying nanogram quantities of mRNA whereas the method of Kunitomo *et al*. [14] required micrograms of starting mRNA.

### Limitations of the mRNA tagging method

Despite the successful use of mRNA-tagging for these cell-specific profiling experiments, additional improvements in this method would be helpful. For example, with any given promoter, we sometimes observe FLAG-1::PAB-1 staining in the expected cell types as well as in additional ectopic locations (data not shown). This problem is unlikely to result from gene expression domains in the transgenic PAB-1 construct because the substitution of *pab-1 *cDNA to remove all possible genomic PAB-1 regulatory sites did not rectify this problem (Von Stetina *et al*., unpublished data). Our solution has been to generate multiple transgenic lines for each construct until we obtain at least one line in which FLAG-PAB-1 expression is limited to the cells of choice. A second problem with this method is pull-down of non-specific mRNA bound to the anti-FLAG sepharose beads. We have reduced this background by including a stringent wash step with a low salt buffer, but additional treatments to remove this extraneous mRNA would enhance the sensitivity of this method (see Materials and methods). Lastly, some promoters result in subviable transgenic lines or unpredictable genetic interactions that limit profiling experiments [37] (data not shown). The biological mechanisms of these effects are unknown but have also been observed for PAB-1 mRNA-tagging lines in *Drosophila *[97].

### Applications of cell-specific microarray profiling methods

The mRNA-tagging strategy has been used to generate robust gene expression profiles of major *C. elegans *tissues (that is, muscles, intestine, nervous system) [11,13] (this paper). By exploiting promoter elements with more limited expression, it has also been possible to extend this approach to specific subsets of neurons. These results suggest that mRNAtagging can now be exploited to obtain gene expression profiles in a broad array of cell types at precisely defined developmental intervals. For example, mRNA-tagging profiles obtained during a critical larval period in which GABAergic motor neurons switch axonal versus dendritic polarity could potentially reveal genes that direct the remodeling process [98]. The combined profiling results reported in this paper identify a set of 177 transcription factors showing enriched expression in neurons. Genetic analysis has established that many of these transcription factors regulate key aspects of neuronal differentiation and function [31,47,55-57,76,99,100]. Both the MAPCeL and mRNA-tagging approaches can now be utilized to generate comparisons of mutant versus wild-type profiles that should reveal transcription factor-regulated genes in specific neurons [9,37]. Microarray profiling of mutants for other classes of proteins could also be utilized to reveal unexpected gene regulatory roles. For example, a comparison of pan-neural mRNA-tagging datasets obtained from mutant versus wild-type animals indicates that the conserved synaptic protein RPM-1/Highwire regulates gene expression throughout *C. elegans *nervous system (JDW, SEV, DMM, unpublished results). The *C. elegans *nervous system is uniquely well-defined with a wiring diagram denoting chemical synapses and gap junctions among all 302 neurons. It should now be possible to exploit these cell-specific microarray profiling methods to define genes expressed in each type of neuron in this circuit. In turn, novel computational methods could be exploited to link specific subsets of these genes to roles in defining the connectivity architecture of this network [101,102].

### Towards defining the transcriptome

In addition to transcripts showing elevated expression in neurons, our neural microarray profiles include a larger group of transcripts that are expressed in neurons and in other tissues at comparable levels. We refer to these transcripts as 'expressed genes'. A comparison of the three larval datasets described in this work (reference, larval pan-neural, larval A-class motor neuron) reveals that 1,424 EGs are shared and are, therefore, likely to represent transcripts that function in a broad array of cell types. In contrast, a smaller number of transcripts are uniquely detected in either the larval pan-neural (1,189) or larval A-class motor neuron (435) datasets. The three embryonic datasets (reference, embryonic pan-neural, embryonic A-class motor neuron) commonly express 4,995 EGs, with 280 EGs unique to embryonic A-class motor neurons and 480 mRNAs selectively detected in the embryonic pan-neural profile. These findings suggest that microarray-based strategies to confirm *in vivo *expression of all predicted *C. elegans *genes or to identify new, previously unknown transcripts (for example, tiling array profiles) [103], will require extraction of mRNA from a variety of specific cells and tissues with methods similar to those described here.

## Conclusion

Approximately 9,000 *C. elegans *genes represented on the Affymetrix array have annotated human homologs (Additional data file 3). Roughly 5% (525) of these genes encode uncharacterized conserved proteins. Our combined microarray data have revealed that 108 of these transcripts are enriched in neurons (Additional data file 24). The high conservation of this subset of genes from nematodes to humans indicates that the encoded proteins may play pivotal roles in neuronal function or specification. Indeed, we show that approximately 80% of the members of a core group of pan-neural genes (19/25) from this list are expressed in the mammalian brain. The MAPCeL and mRNA-tagging strategies provide sufficient temporal information to pinpoint the developmental period during which a gene may function, as well as the spatial resolution to define the neuron in which it is expressed. With the powerful molecular and genetic tools available to *C. elegans *researchers, it should now be possible to delineate the roles of these novel targets in the nervous system.

## Materials and methods

### Nematode strains

Nematodes were grown as described [104]. Strains were maintained on nematode growth media plates inoculated with the *E*. *coli *strain OP50 [105]. Strains used to isolate transcripts via mRNA-tagging were N2 (wild type), SD1241 (*gaIs153*, *F25B3.3*::FLAG::PAB-1) (NC694 (*wdEx257*, *unc-4*::3XFLAG::PAB-1) [37]. GFPtagged embryonic neurons were isolated from NW1229 (*evIs111*, *F25B3.3*::GFP) [47] (J Culotti, personal communication) for MAPCeL analysis.

### Molecular biology

To create pPRSK29 (*F25B3.3*::FLAG::PAB-1), 4 kb of the F25B3.3 promoter upstream of the predicted ATG start was amplified using the following primers: Dp-5 (5'-GTC AAC TAG TGT ATG ATT CCT CG-3') and Dp-3 (5'-TCG GGG TAC CTA TCG TCG TCG TCG TCG ATG CCG TCT TCA CGA-3'). The predicted ATG start of *F25B3.3 *was replaced with an Asp718 site in the 3' primer. This PCR fragment was cloned into pCR2.1-TOPO (Invitrogen, Carlsbad, California, USA) to generate pPRSK29.1. pPRSK29.1 was digested with *Bam*H1 and Asp718 to obtain the promoter fragment. pPRSK9 (*myo3*::FLAG::PAB-1) [11] was digested with Asp718 and *Sac*I to obtain the FLAG::PAB-1 fragment. pBluescript SK was digested with *Sac*I and *Bam*HI, and a threeway ligation was performed to obtain pPRSK29 (*F25B3.3*::FLAG::PAB-1).

### Transgenic generation

pPRSK29 (60 ng/μl) was co-injected with pTG99 (*sur-5*::GFP, 20 ng/μl) using standard injection protocols [106]. The resulting transgenic array was integrated using a Stratalinker (Stratagene) at 300 Joules/m^2 ^[107] (Shohei Mitani, personal communication). GFP reporters were selected at random from a subset of plasmids received from the Promoterome project [108]. Microparticle bombardment was conducted as described [5].

### Generating synchronized populations of L2 larvae for mRNA-tagging

Strains were grown to 'starvation' (that is, all dauer larvae) on ten 60 mm nematode growth media plates at 25°C. Half of each 60 mm plate was split into four pieces and placed on a 150 mm 8P plate [109] inoculated with the *E*. *coli *strain Na22. The resultant twenty 8P plates were incubated at 25°C until a majority of the food was depleted and most animals were gravid adults (a 'line' of worms is usually found at the retreating edge of the bacteria). The worms were removed from the plates with ice-cold M9 buffer (22 mM KH_2_PO_4_, 22 mM Na_2_HPO_4_, 85 mM NaCl, 1 mM MgSO_4_) and collected by centrifugation. Washes were repeated until the supernatant was clear of bacteria. A sucrose float (30 ml ice cold M9 buffer, 20 ml cold 70% sucrose) was performed to create an axenic nematode suspension. Animals were washed twice in ice-cold M9 buffer, then resuspended in 75 ml bleach solution (15 ml Chlorox, 3.75 ml 10 N NaOH, 56.25 ml water). Worms were transferred to a 125 ml glass beaker with a stir bar and incubated for 5-6 minutes while stirring rapidly (solution turns a dark yellow when nearing completion). When a majority of adults burst, the solution was passed through a 53 μm nylon mesh (Fisher #08670201, Pittsburgh, Pennsylvania, USA) to separate intact embryos from worm carcasses. Embryos were harvested by centrifugation and washed at least three times with M9 buffer. Embryos were resuspended in RT M9 buffer and incubated on a nutator for 12-16 hours at 20°C to allow L1 larvae to hatch and arrest.

Arrested L1 larvae were collected by centrifugation. Animals were resuspended in 1 ml RT M9 buffer and split equally over six 150 mm 8P plates. L1s were grown at 20°C for 22-25 hours to reach mid-L2, as shown by the appearance of the post-deirid sensory organ (approximately 80%) [1]. L2s (approximately 0.3-1 ml) were harvested from 8P plates and sucrose floated as above. Worms were resuspended in 30 ml cold M9.

### mRNA-tagging

Methods are identical to those previously described [11] with the following modifications. Synchronized L2 larvae were resuspended in 2-3 ml homogenization buffer (HB; 50 mM HEPES, pH 7.6; 150 mM NaCl; 10 mM MgCl_2_; 1 mM EGTA, pH 8.0; 15 mM EDTA, pH 8.0; 0.6 mg/ml Heparin; 10% glycerol) and passed through a French press at 6,000 psi. Total RNA was isolated from 100 μl of lysate. An amount of lysate equivalent to 200 μg total RNA was used for co-immunoprecipitation. Following co-immunoprecipitation, beads were washed three times by brief treatment with 2 ml low-salt homogenization buffer (LSHB; 20 mM HEPES, pH 7.6; 25 mM NaCl; 1 mM EGTA, pH 8.0; 1 mM EDTA, pH 8.0; 0.6 mg/ml Heparin; 10% glycerol). Beads were then washed three time for 30 minutes in 2 ml LSHB. The LSHB treatment substantially reduced nonspecific RNA binding to the agarose beads (data not shown). Elution and mRNA extraction were performed as described [11] (see detailed protocol in Additional data file 20).

### Isolation of RNA from embryonic neurons for MAPCeL analysis

In the MAPCeL method, GFP cells are isolated by FACS for microarray analysis. Primary cultures of embryonic cells were prepared [12] from a transgenic line expressing GFP throughout the nervous system, NW1229 (*evIs111*, *F25B3.3*::GFP) [47] (J Culotti, personal communication). After 24 hour in culture, GFP-labeled neurons were obtained by FACS and total RNA isolated as described [5,110]. Muscle profiling data used in Figures 4 and 7 were obtained by MAPCeL of embryonic muscle cells after 24 hours in culture (M24 dataset) (RMF, DMM, unpublished data). The top 50 enriched genes in this dataset were selected on the basis of statistical rank.

### RNA amplification and microarray data analysis

A *C. elegans *Affymetrix chip was used for all microarray experiments [111]. For mRNA-tagging experiments, 25 ng of co-immunoprecipitated RNA was amplified and labeled as previously described [5]. Larval pan-neural (*F25B3.3*::FLAG::PAB-1) profiles were obtained in triplicate. Four independent larval A-class motor neuron (*unc-4*::3XFLAG::PAB-1) profiles were obtained. Reference profiles were generated from low levels of non-specifically bound RNA obtained from mock immunoprecipitations of synchronized populations of wild type (N2) L2 larvae. Five independent reference datasets were obtained. Total RNA (100 ng) was amplified and labeled for the MAPCeL sample, *F25B3.3*::GFP, isolated in triplicate. A previously obtained profile of total RNA isolated from all viable embryonic cells in culture was used as a MAPCeL reference [5].

Hybridization intensities for each experiment were scaled by reference to a global average signal from the same array (Additional data files 25 and 26) and normalized by robust multi-array analysis (RMA; Additional data files 27 and 28). We identified transcripts in two categories: EGs, or transcripts that are reliably detected in a given sample; and enriched genes, or transcripts with intensity values that are significantly higher than reference samples. EGs were estimated for the mRNA-tagging samples as follows. Expressed transcripts in the *F25B3.3*::FLAG::PAB-1 (larval pan-neural) and the *unc4*::3XFLAG::PAB-1 (larval A-class motor neurons) were initially identified on the basis of a 'present' call in a majority (for example, two-thirds) of experiments as determined by Affymetrix MAS 5.0. In this approach, genes are called 'absent' and, therefore, excluded when the mismatch (MM) value exceeds the perfect match (PM) intensity for a given gene. This analysis initially identified 8,084 'present' transcripts in the larval pan-neural sample and 7,578 transcripts in the larval A-class motor neuron sample (Additional data file 21). These lists, however, are likely to include mRNAs that are non-specifically bound to the anti-FLAG sepharose beads at low levels relative to *bona fide *neuronal transcripts (see above). We reasoned that transcripts included in the experimental samples that are actually derived from this non-specific pool should be generally detected in the reference sample at higher intensity values. Therefore, to exclude these non-specific mRNAs from the list of predicted neuronal genes, the average RMA-normalized intensity for each transcript in the reference sample was subtracted from the RMA value of the corresponding gene in the experimental sample. Transcripts with resultant positive values were considered EGs whereas transcripts with negative values after this operation were removed. In a final adjustment, a limited number of transcripts that are detected as neuronally enriched (see below) but not scored as present by MAS 5.0 were restored to the lists. This treatment identified 4,033 EGs in the larval pan-neural dataset and 3,320 EGs in the larval A-class motor neuron profile (Additional data file 13). EGs (7,953) for the MAPCeL embryonic pan-neural dataset were identified as previously described (Additional data file 12) [5]. Our treatment is relatively stringent as it is likely to exclude at least some transcripts that may be ubiquitously expressed (for example, 'housekeeping' genes) or potentially more highly expressed in another tissue relative to the nervous system. This prediction is consistent with the finding that approximately 20% (509/2,422; Additional data file 15) of transcripts identified in independent microarray experiments as highly enriched in GMIc (GMI plus the genes common to all three groups) remain in the list of larval pan-neural EGs (Additional data file 13). In contrast, 48% (1,172/2,422; Additional data file 15) of transcripts enriched in these other tissues are included in the list of 6,342 EGs in the larval reference dataset (Additional data file 13).

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [112-114] and are accessible through GEO series accession number GSE8004 (embryonic pan-neural, larval pan-neural, larval A-class) and GSE8159 (embryonic A-class).

To detect neuronally enriched transcripts, RMA-normalized intensities for experimental versus reference samples were statistically analyzed using Significance Analysis of Microarrays software (SAM) [115]. A two-class unpaired analysis of the data was performed to identify genes that differ by ≥ 1.5-fold from the reference at a FDR of <1% for the larval pan-neural, embryonic pan-neural, and larval A-class motor neuron datasets (Additional data file 1). These genes were considered significantly enriched.

RMA normalized intensity values for all datasets were imported into GeneSpring GX 7.3 (Agilent Technologies, Santa Clara, California, USA) to generate the line graphs shown in Figures 4 and 7. Each experimental dataset was paired to its corresponding reference dataset for these diagrams.

### Annotation of datasets

We utilized Perl scripts and hand annotation to identify all known neuronally expressed *C. elegans *transcripts (WormBase Release 146 (WS146)). First, WormMart was used to identify all transcripts with expression patterns. This list was filtered for genes represented on the Affymetrix microarray. For genes that have multiple spots on the microarray, only one representative spot was kept in the list (3,044). Genes with expression patterns with no spatial information or exclusive to males were eliminated (2,837). Each gene was then placed into two categories based on its known expression pattern - neural (1,612) versus non-neural (1,225) - using the following criteria. We used a Perl script ('keyword_search.pl', Additional data file 22) to search descriptions of 2,837 genes with known expression patterns for genes with defined neural expression. To reduce the number of false positives identified, we first searched under the term 'cell group', which provides simple, but clear, spatial expression information. Using this strategy, the majority of neuronally expressed genes were separated from the full dataset. Several genes in WormBase, however, had no cell group, or contained insufficient data in the cell group description to determine neural expression. Therefore, WormBase was also searched for terms associated with neuronal expression. This list was hand-annotated to ensure its validity (for a full list of search terms, see Additional data file 23).

### Hypergeometric calculations

Overlap statistics were calculated using web-based software designed by Jim Lund (University of Kentucky) [116]. The number of genes in the genome was set at 18,666 (total number of genes represented on the *C. elegans *Affymetrix array). When using this calculation, a representation factor below 1.0 indicates under-representation, while a value above 1.0 indicates over-representation.

### Microscopy and identification of GFP-expressing cells

GFP-expressing animals were visualized by differential interference contrast (DIC) and epifluorescence microscopy using either a Zeiss Axioplan or Axiovert compound microscope. Digital images were recorded with CCD cameras (ORCA I, ORCA ER, Hammatsu Corporation, Bridgewater, NJ, USA).

### Identification of mouse homologs of uncharacterized conserved *C. elegans *pan-neural genes described in the Allen Brain Atlas

Twenty-six mouse homologs of the 27 uncharacterized conserved *C. elegans *genes (Additional data file 9) found in both embryonic and larval pan-neural enriched datasets were identified in Ensembl [117]. Mouse homolog gene names were then used to query the Allen Brain Atlas [118] for expression in the mouse brain. A gene was scored as 'expressed in the brain' if it had an intensity value of 10 or higher (normalized scale 0-100) in at least one brain region on the summary graph interface. The one exception was 1500041B16Rik, which did not have a summary graph; expression in the brain in this case was confirmed by direct visualization of the *in situ *photographs available in the Brain Atlas.

### *C. elegans *interactome

Genes enriched in both the larval and embryonic pan-neural datasets were used to seed the *C. elegans *interactome [67,119]. The map was trimmed to exclude genes with one interacting partner. The initial dataset consisted of 711 genes (Additional data file 10), of which 17% (124) were listed in the Interactome database. One large cluster of 34 interactors was identified and contains 17 proteins from the original seed. The additional 17 genes were categorized as enriched, expressed, or not present in the pan-neural datasets. Genes were assigned to categories based on known or predicted functions in *C. elegans *or other organisms.

## Additional data files

The following additional data are available with the online version of this paper. Additional data file 1 lists enriched genes from the larval pan-neural (LP), embryonic pan-neural (EP), larval A-class (LA), and embryonic A-class (EA) microarray datasets. Additional data file 2 is a master annotation file of all spots on the *C. elegans *Affymetrix microarray (based on WormBase releases WS140 and WS146). Additional data file 3 is a master annotation file of all genes represented on the *C. elegans *Affymetrix microarray (based on WormBase releases WS140 and WS146). Additional data file 4 lists LP, EP, LA, and EA enriched datasets categorized into gene families. Additional data file 5 is a comparison of the LP and LA enriched transcripts to the 1,926 GMI enriched genes found on the *C. elegans *Affymetrix chip [13]. Additional data file 6 lists the 50 top-ranked muscle enriched genes (RMF, DMM, unpublished data). Additional data file 7 lists LP enriched genes with known expression patterns from Figure 3b. Additional data file 8 includes representative scatter plots and R^2 ^values for pairwise combinations of the EP and LA datasets. Additional data file 9 lists 27 uncharacterized human homologues in the LP and EP datasets, and indicates mouse homolog and expression in mouse brain. Additional data file 10 shows provides comparisons of all enriched datasets (LP versus EP; LP versus LA; EP versus EA; LA versus EA) shown in Figure 8. Additional data file 11 provides comparisons of all enriched datasets versus a MAPCeL profile of chemosensory neurons (AFD/AWB) [8] shown in Figure 8. Additional data file 12 lists EGs from the embryonic EP, EA, and embryonic reference (ER) datasets. Additional data file 13 lists EGs from the LP, LA, and larval reference (LR) datasets. Additional data file 14 list 11,868 unique transcripts identified by all of our microarray experiments. Additional data file 15 provides a comparison of the GMIc dataset to the LP EG and LR EG datasets. Additional data file 16 lists the approximately 1,600 EGs without EST confirmation plus a subset enriched in the LP, EP, EA, and LA neural datasets.

Additional data file 17 is a complete list of GFP expression patterns. Additional data file 18 is a description of the dauer pathway genes identified in our LP and EP enriched datasets. Additional data file 19 lists the 162 common A-class enriched genes categorized into gene families. Additional data file 20 provides the mRNA-tagging bench protocol. Additional data file 21 lists the genes identified by MAS5.0 as present in at least two-thirds of LP replicates and three-quarters of LA replicates. The RMA normalized intensity values for these genes, plus those from the LR dataset, are included. Additional data file 22 is a Perl script used to search WormBase expression data (keyword_search.pl). Additional data file 23 list the keywords used to search WormBase expression data. Additional data file 24 lists enriched genes from all datasets (LP, EP, LA, EA) with uncharacterized human homologues. Additional data file 25 lists the MAS5.0 intensities for the EP, LP, and LA datasets. Additional data file 26 lists the MAS5.0 intensities for the LR dataset. Additional data file 27 lists the RMA intensities for the LP, LA, and LR datasets. Additional data file 28 lists the RMA intensities for the EP and ER datasets. Additional data file 29 is a comparison of the EP and LP enriched datasets to the list of candidate neural genes containing a presumptive pan-neural *cis*-regulatory element [48].

## Supplementary Material

Additional data file 1 Enriched genes from the larval pan-neural (LP), embryonic pan-neural (EP), larval A-class (LA), and embryonic A-class (EA) microarray datasets. Click here for file

Additional data file 2 Master annotation file of all spots on the *C. elegans *Affymetrix microarray (based on WormBase releases WS140 and WS146). Click here for file

Additional data file 3 Master annotation file of all genes represented on the *C. elegans *Affymetrix microarray (based on WormBase releases WS140 and WS146). Click here for file

Additional data file 4 Larval pan-neural (LP), embryonic pan-neural (EP), larval A-class (LA), and embryonic A-class (EA) enriched datasets categorized into gene families. Click here for file

Additional data file 5 Comparison of the larval pan-neural (LP) and larval A-class (LA) enriched transcripts to the 1,926 GMI enriched genes found on the *C. elegans *Affymetrix chip [13]. Click here for file

Additional data file 6 Fifty top-ranked muscle enriched genes. Click here for file

Additional data file 7 Larval pan-neural enriched genes with known expression patterns from Figure 3b. Click here for file

Additional data file 8 Representative scatter plots and R^2 ^values for pairwise combinations of the embryonic pan-neural (EP) and larval A-class (LA) datasets. Click here for file

Additional data file 9 Twenty-seven uncharacterized human homologues in the larval pan-neural (LP) and embryonic pan-neural (EP) datasets, and mouse homologs and expression in mouse brain. Click here for file

Additional data file 10 Comparisons of all enriched datasets (larval pan-neural (LP) versus embryonic pan-neural (EP); LP versus larval A-class (LA); EP versus embryonic A-class (EA); LA versus EA) shown in Figure 8. Click here for file

Additional data file 11 Comparisons of all enriched datasets versus a MAPCeL profile of chemosensory neurons (AFD/AWB) [8] shown in Figure 8. Click here for file

Additional data file 12 EGs from the embryonic pan-neural (EP), embryonic A-class (EA), and embryonic reference (ER) datasets. Click here for file

Additional data file 13 EGs from the larval pan-neural (LP), larval A-class (LA), and larval reference (LR) datasets. Click here for file

Additional data file 14 11,868 unique transcripts identified by all of our microarray experiments. Click here for file

Additional data file 15 Comparison of the GMIc dataset to the larval pan-neural (LP) EG and larval reference (LR) EG datasets. Click here for file

Additional data file 16 The approximately 1,600 EGs without EST confirmation plus a subset enriched in the larval pan-neural (LP), embryonic pan-neural (EP), embryonic A-class (EA), and larval A-class (LA) neural datasets. Click here for file

Additional data file 17 Complete list of GFP expression patterns. Click here for file

Additional data file 18 Description of the dauer pathway genes identified in our larval pan-neural (LP) and embryonic pan-neural (EP) enriched datasets. Click here for file

Additional data file 19 The 162 common A-class enriched genes categorized into gene families. Click here for file

Additional data file 20 mRNA-tagging bench protocol. Click here for file

Additional data file 21 The RMA normalized intensity values for these genes, plus those from the larval reference (LR) dataset, are included. Click here for file

Additional data file 22 Perl script used to search WormBase expression data (keyword_search.pl). Click here for file

Additional data file 23 Keywords used to search WormBase expression data. Click here for file

Additional data file 24 Enriched genes from all datasets with uncharacterized human homologues. Click here for file

Additional data file 25 MAS5.0 intensities for the embryonic pan-neural (EP), larval pan-neural (LP), and larval A-class (LA) datasets. Click here for file

Additional data file 26 MAS5.0 intensities for the larval reference (LR) dataset. Click here for file

Additional data file 27 RMA intensities for the larval pan-neural (LP), larval A-class (LA), and larval reference (LR) datasets. Click here for file

Additional data file 28 RMA intensities for the embryonic pan-neural (EP) and embryonic reference (ER) datasets. Click here for file

Additional data file 29 Comparison of the embryonic and larval pan-neural enriched datasets to the list of candidate neural genes containing a presumptive pan-neural *cis*-regulatory element [48]. Click here for file

# Supplementary material for: Cell-specific microarray profiling experiments reveal a comprehensive picture of gene expression in the C. elegans nervous system
**Source:** Genome Biol. 2007 Jul 5;8(7):R135. doi: 10.1186/gb-2007-8-7-r135
**Supplement:** Additional data file 8 — Representative scatter plots and R2 values for pairwise combinations of the embryonic pan-neural (EP) and larval A-class (LA) datasets.

## Slide 1

Embryonic Pan-neural comparisons
R2 = 0.98
R2 = 0.99
ric-4
rab-3
+
snt-1
+
+
+
unc-15
+
tni-3
+
tnt-3
R2 = 0.90
DM61
DMR28
avg Reference
avg panneural
avg Reference
Embryonic Pan-neural comparisons
Baseline comparisons

## Slide 2

Larval A-class comparisons
R2 = 0.99
47-DMM3
avg Reference

# Supplementary material for: Cell-specific microarray profiling experiments reveal a comprehensive picture of gene expression in the C. elegans nervous system
**Source:** Genome Biol. 2007 Jul 5;8(7):R135. doi: 10.1186/gb-2007-8-7-r135
**Supplement:** Additional data file 20 — mRNA-tagging bench protocol.

# PAB-1 Protocol

# (Stephen Von Stetina, Joseph Watson, David Miller)

Express epitope tagged Poly-A Binding Protein (PAB-1) in cells of interest

Formaldehyde fix and lyse synchronized L2 larvae

Immunoprecipitate PAB-1 bound mRNA using FLAG antibody

Amplify and biotinylate mRNA using modified Eberwine approach

Fragment and hybridize to the *C. elegans* Affy array

# Materials Needed

| Reagent Name | Vendor | Catalog # |
| --- | --- | --- |
| HEPES | Sigma | H-3375, 100 g |
| Sodium chloride | Sigma | S-7653, 250 g |
| Magnesium chloride | Sigma | M-2670, 100 g |
| Heparin | Sigma | H-3393, 100 g |
| Glycerol | Sigma | G-5516, 500 ml |
| DTT | Fisher | BP172, 5 g |
| Glycine | Sigma | G-7403, 100 g |
| EGTA | Sigma | E-3906, 10 g |
| EDTA | Fisher | BP118-500, 500 g |
| Ribonucleoside vanadyl complexes, 200 mM | Sigma | R-3380, 10 ml |
| Anti-FLAG EZView Agarose beads | Sigma | F-2426, 1 ml |
| rRNasin | Promega | N-2515, 10000U |
| Complete, Mini, EDTA freeProtease inhibitor tablets | Roche | 1 836 170, 25 tablets |

**Solutions**

**Use DEPC-H2O, baked spatulas, beakers, and stir bars, and powders found in RNase-free cabinet for all solutions. Store solutions in baked 100 ml bottles.**

DEPC-H2O

# Fill 4L Flask in RNase-free cabinet with 3.5L of Milli-Q water. In hood, add 3.5 ml DEPC (final concentration is 0.1%). Leave stirring at RT o/n. Autoclave the following day.

# ****Use diluted HCl or NaOH made with DEPC-H2O to pH solutions

# 0.5 M HEPES 5M NaCl 1M MgCl2 0.5M EDTA 0.1M EGTA

# 11.92 g HEPES 29.22g NaCl 20.3g MgCl2 14.61g EDTA 3.8g EGTA

# 75 ml DEPC-H2O 75 ml DEPC-H2O 75 ml DEPC-H2O 75 ml DEPC-H2O 75 ml DEPC-H2O

pH to 7.6 bring up to 100 ml bring up to 100 ml pH to 8.0 pH to 8.0

bring up to 100 ml autoclave autoclave bring up to 100 ml bring up to 100 ml

autoclave autoclave autoclave

Homogenization Buffer (HB) Low salt homogenization buffer

Amounts Final Conc. Amounts Final Conc.

30 ml 5 M NaCl 150 mM 5 ml 5 M NaCl 25 mM

100 ml 0.5M HEPES, pH 7.6 50 mM 40 ml 0.5M HEPES, pH 7.6 20 mM

10 ml 1M MgCl2 10 mM 10 ml 0.1M EGTA 1 mM

10 ml 0.1M EGTA 1 mM 2 ml 0.5M EDTA 1 mM

30 ml 0.5M EDTA 15 mM 600 mg Heparin 0.6 mg/ml

600 mg Heparin 0.6 mg/ml 100 ml glycerol 10%

100 ml glycerol 10% 843 ml DEPC-H2O

720 ml DEPC-H2O DEPC-treat the solution (1 ml DEPC).

DEPC-treat the solution (1 ml DEPC). Autoclave. **Store at 4C**.

Autoclave. **Store at 4C**.

20% Paraformaldehyde 0.1M Glycine Elution Buffer 1M Tris

Weigh out 400-500 mg 0.75 g Glycine Amounts Final Conc. 6.06 g THAM

Resuspend in 4.5Xml weight 75 ml DEPC-H2O 0.5 ml 1M Tris, pH 8.0 50 mM 30 ml DEPC-H2O

(in mg) ul 5mM NaOH pH to 3.5 0.2 ml 0.5M EDTA, pH 8.0 10 mM pH to 8.0

Incubate at 65C, mixing bring up to 100 ml 1.3 ml 10% SDS 1.3% bring up to 50 ml

occasionally, until dissolved autoclave bring up to 10 ml

1M DTT

Dissolve 1.54 g DTT in 10 ml DEPC-H2O. Filter sterilize (use syringe filters). Store in 500 ul aliquots at -20C

10% SDS Dissolve 5 g SDS in 50 ml DEPC-H2O. Filter Sterilize. Store at RT.

Ribonucleoside vanadyl complexes

It’s a dark frozen liquid. Thaw slowly on ice, then aliquot (1.5 ml) into RNase-free microfuge tubes. Store at -80C.

Anti-FLAG beads

Mix well. Aliquot 150 ul into 1.5 ml RNase-free microfuge tubes (to get ~100 ul packed beads). Store at -20C

10 ml Oakridge polycarbonate centrifuge tubes

Fill tubes with RNase-AWAY, then mix on Nutator o/n. Rinse with DEPC-H2O 3X, then fill with DEPC-H2O and nutate 3-4 hr. Air dry on RNase-free bench, then cap them and store in drawer.

Worm Growth and Synchronization

1. For every IP you wish to do (every independent sample for the microarray), place chunked out agar pieces of starved worms from ten 60mm NGM plates onto twenty 150mm 8P plates (1/2 NGM plate/ 8P plate).
2. Grow at 25C until plates are full of gravid adults (usually 3-4 days).
3. Wash worms off plates with cold M9 and put into 50 ml conical tubes on ice.
4. Spin in centrifuge (using 7.5 rotor) at 3000 rpm for 5 min at 4C.
5. Remove supernatant. Pool all worms into one 50 ml tube. Wash with M9 until supernatant is clear.
6. Add 30 ml cold M9 buffer plus 20 ml 70% sucrose. Mix well. Centrifuge immediately as above.
7. Remove floating worms with 6mm glass pasteur pipet (cut tip off with diamond-tipped pen, use flame to smooth edge). Wash 2X with cold M9. (You should have 1-5 ml packed worms).
8. Bleach worms to release eggs
   1. Make 75 ml bleach solution (15 ml chlorox, 3.75 ml 10N NaOH, 56.25 ml water)
   2. Resuspend worms in 50 ml bleach solution.
   3. Transfer to 125 ml beaker with stir bar. Add 25 ml more bleach solution.
   4. Stir rapidly with foil covering beaker for 4-6 min (begin checking by placing a drop on a glass slide and observing the number of adults which have burst). Solution turns deep yellow when most worms are lysed.
   5. Filter through 53 um spectra nylon mesh (Fisher #08-670-201) in an embroidery hoop. Hoop is placed on a 1L beaker to collect filtrate.
   6. Split filtrate into four 50 ml conical tubes, add M9 up to 50 ml.
   7. Spin in clinical centrifuge at 2500 rpm for 2.5 min.
   8. Quickly remove supernatant. Pool eggs, wash 3X more with M9 (or until bleach smell gone).
9. Resuspend eggs in 50 ml RT M9 buffer. Place one drop of eggs onto 60 mm NGM plate to check for viability. Split resuspended eggs equally into two 50 ml conical tubes. Place tubes on nutator in 20C incubator. Let eggs hatch o/n (usu. 12-15 hours)
10. Check plate to see if most of the eggs hatched. If so, continue on.
11. Centrifuge conical tubes with L1 larvae at 3000 rpm for 5 min at 4C.
12. You should have 300 ul-1 ml packed L1s. Resuspend L1s in each tube with 1 ml RT M9 buffer.
13. For each tube: use glass pasteur pipet (with end broken off, see step 7) to put 1 ml L1s onto 3 150 mm 8P plates in small drops. Wash tube with 0.5 ml RT M9 buffer and distrubute over the same 3 plates. Let liquid soak in (leave uncovered in plate-pouring hood -- usually dry in 15-30 min).
14. Incubate for ~22 h at 20C for L2s. (Check for postdeirid division using DIC optics).

Postdeirid

From Sulston and Horvitz, 1977.

**Obtain L2 lysates**.

(For every 1 batch of L2s to press, prepare 35 ml homogenization buffer [HB])

1. Add 1 protease inhibitor cocktail tablet to 35 ml HB. Nutate at 4C until dissolved.
2. After tablet has dissolved, add:
   1. 35 ul RNase-free 1M DTT to HB (Final: 1 mM).
   2. 43.75 ul rRNasin (Final: 400U/8 ml).
   3. 1.4 ml 200 mM vanadyl ribonucleoside complex (Final: 8 mM) to HB. (Keep nutating at 4C so the vanadyl doesn’t collect in the bottom of the tube.)
3. When the post-deirid divisions have occurred in >80% animals, wash L2s off plates with cold M9 buffer. Wash and sucrose as above (worm growth & synch. steps 3-7).
4. You should have 300 ul-1 ml L2s. Resuspend in 30 ml M9 buffer.
5. Add 750 ul 20% paraformaldehyde (Final: 0.5% paraformaldehyde) to fix worms.
6. Incubate at 4C on nutator for 1 hour.
7. Wash worms with 50 ml M9 buffer. Use clinical centrifuge to pellet worms at 2500 rpm for 2.5 min.
8. Wash worms with 25 ml HB.
9. Resuspend worms in 2-3 ml HB. (if packed worms were 1 ml or greater, use 3 ml—otherwise use 2-2.5 ml). Transfer to 15 ml conical tube.
10. Place worms on ice.
11. French press worms (use Wente lab ThermoSpectronic French press with our mini-cell [FA-003] and spacer [FA-010]).
    1. You will need sterile transfer pipets, goggles, and a 500 ml beaker of ice.
    2. Make sure to remove the extensions from the support rods.
    3. Set up mini-cell as directed in manufacturer’s directions (Figure 1):
       1. Place vacuum grease over O-rings.
       2. Screw flow valve assembly and sample outlet tube in appropriate holes.
       3. Open flow valve assembly, then push piston into body.
       4. Push closure plug into body.

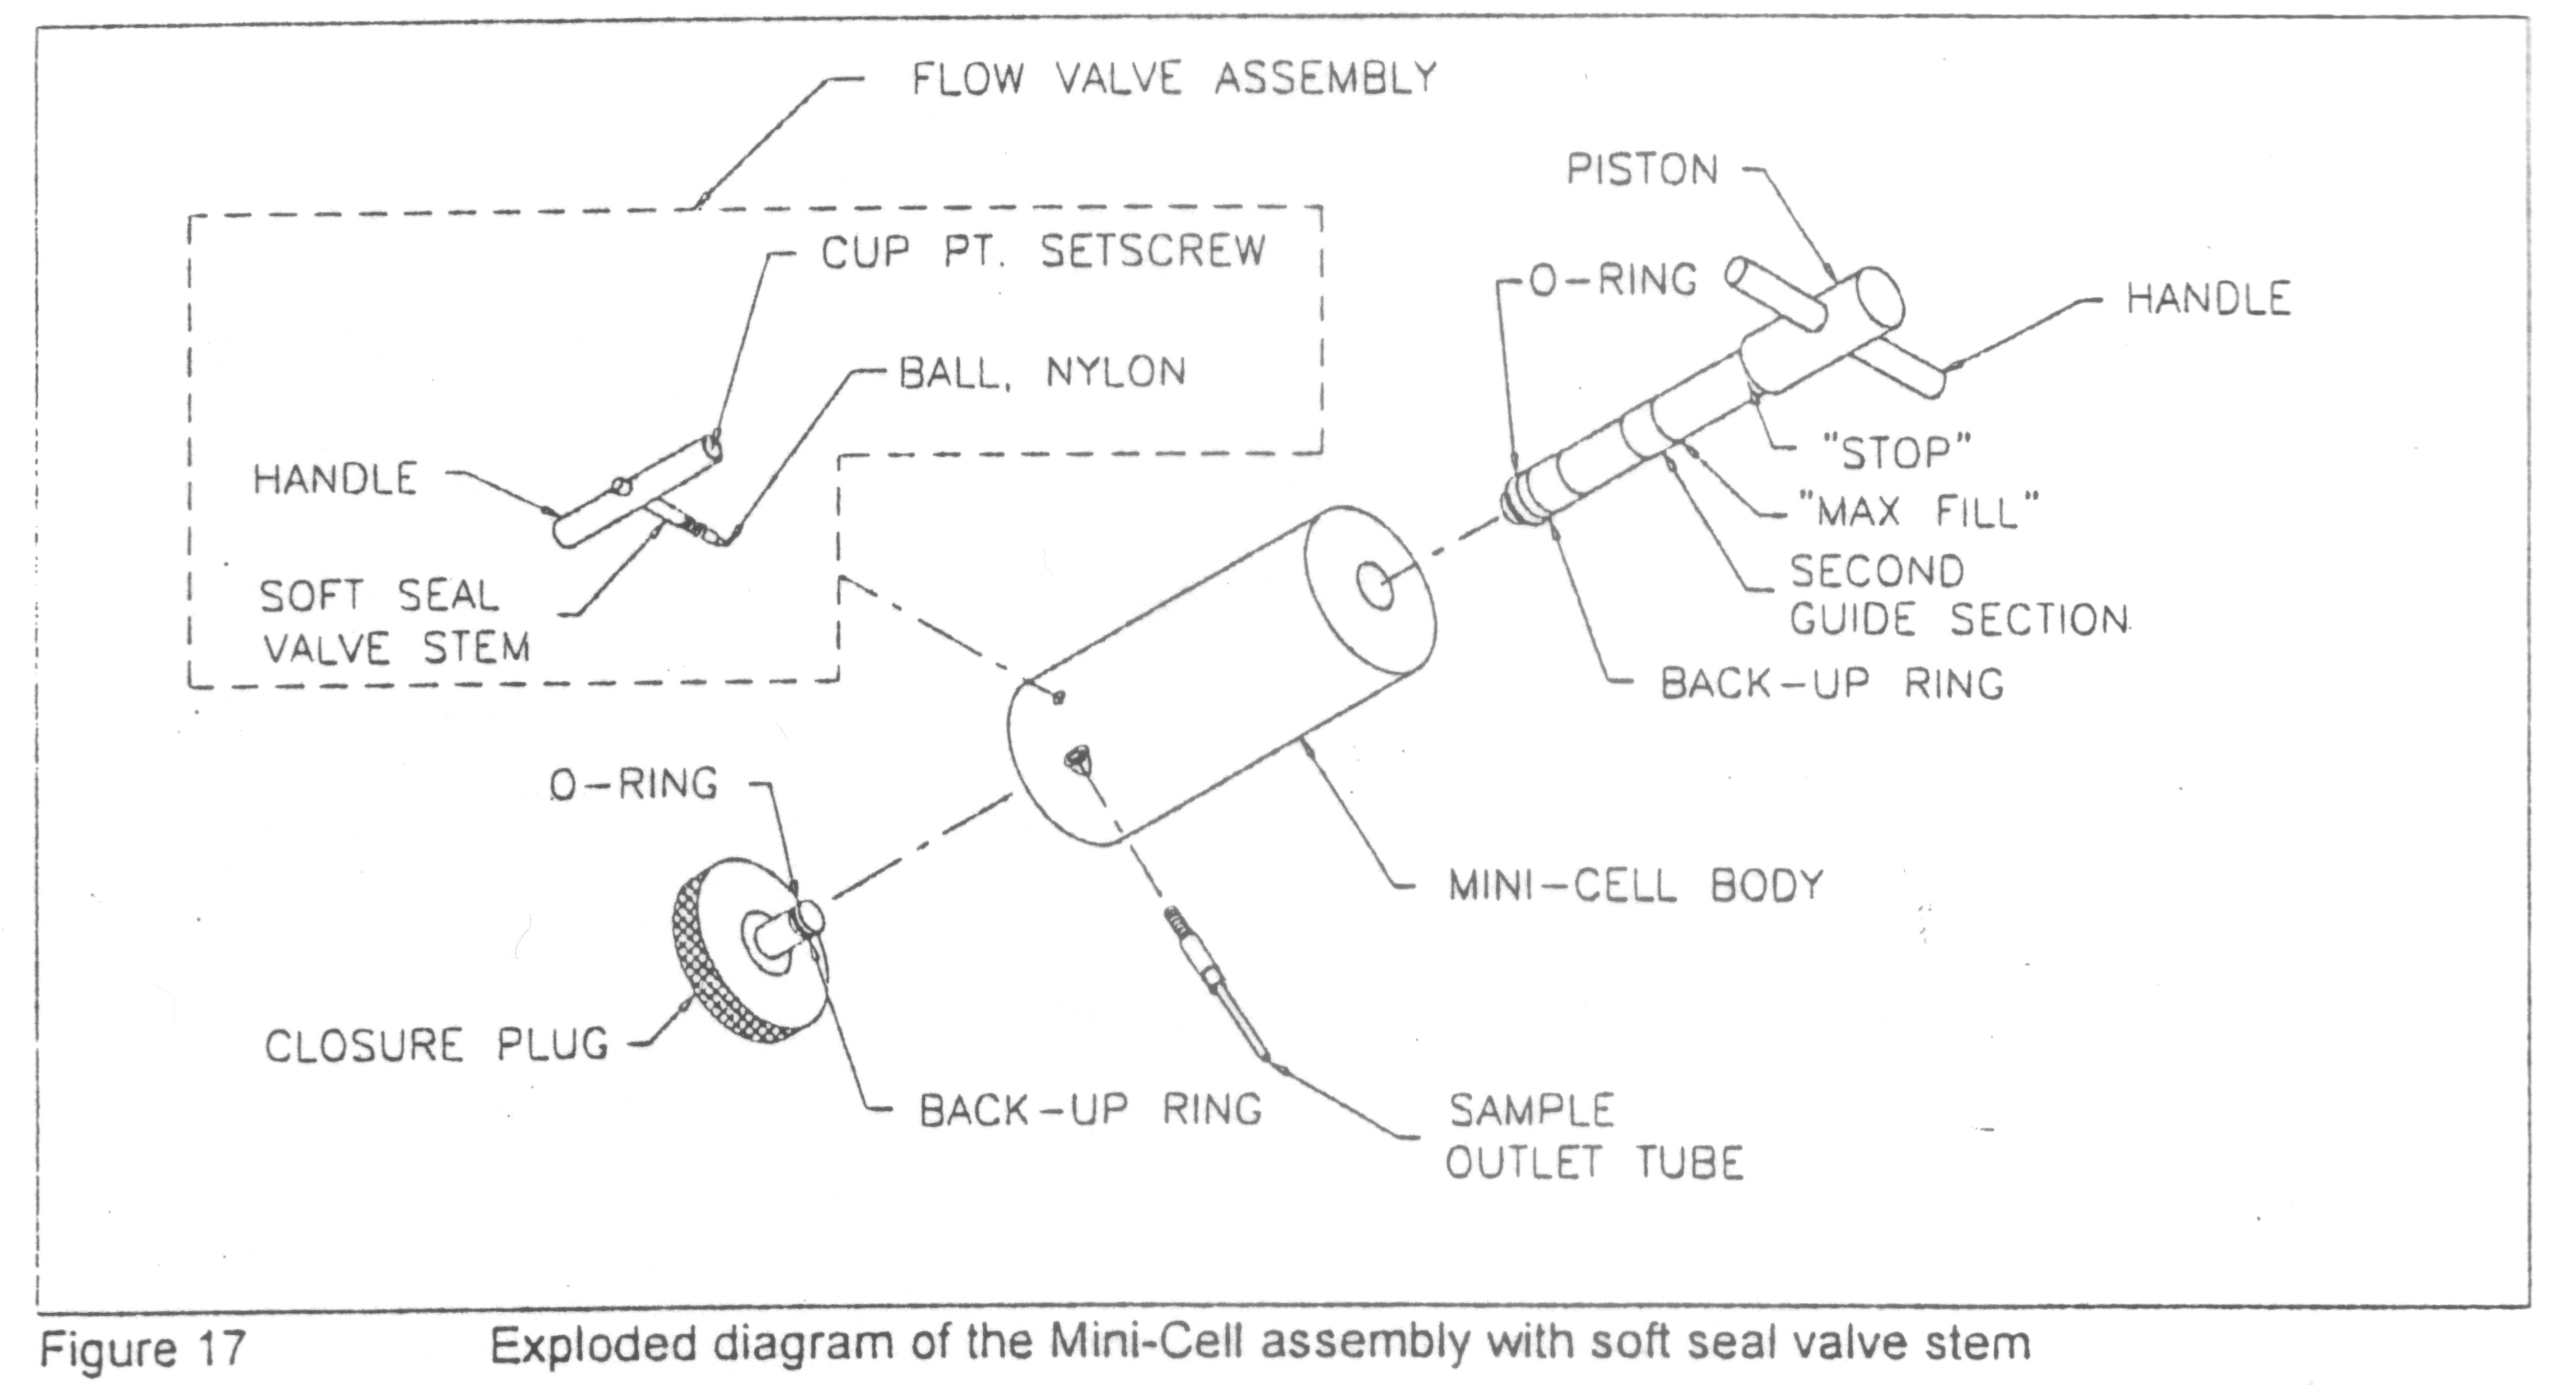

**Figure 1**

- 1. Add sample to the cell.
     1. Turn cell upside down, remove closure plug, place on tripod.
     2. Pull piston out until you see the max-fill line.
     3. Add sample to cell body using transfer pipet.
     4. Push piston in until level of liquid just below outlet hole.
     5. Make sure flow valve is OPEN. Push closure plug into body, making sure to hold piston in place.
     6. Close flow valve.
     7. Turn cell right-side up and place on spacer.
     8. Attach cell clamp, making sure that the piston arms are perpendicular to the thumb screws.
     9. Place tubing coming from outlet into 15 ml conical tube placed in beaker of ice.
  2. Press the worms.
     1. Make sure pressure knob is all the way to the left. Turn press on.
     2. Set pressure to 340 (6000 psi).
     3. Move handle from down to med.
     4. Once top of piston touches ‘roof’, check to see that pressure is still at 340. (if not, make necessary adjustments). Slowly open flow valve assembly until worm lysate comes out—you want 1 drop/sec.
     5. When the piston is completely down, move handle back to down.
     6. Remove cell, reload, press again.
     7. Remove cell, reload, press again.
     8. If pressing another sample, rinse press with DEPC-H2O.
        1. Set up cell as if you are loading another sample.
        2. Squirt DEPC-H2O into chamber.
        3. Make sure flow valve is OPEN, then push closure plug into body.
        4. Position outlet tubing so that water will drain into ice.
        5. Simply push the piston down to squirt the water out.
        6. Repeat 3X.
        7. Follow above directions to press another sample.
     9. After all samples have been pressed, return to lowest position, turn pressure knob to the left and turn press off.

1. Homogenize the worm lysate 30 times using baked glass homogenizer.
2. Transfer lysate to 10 ml Oak Ridge polycarbonate centrifuge tubes (NalgeNunc #3118-0010).
3. Spin in centrifuge
   1. Use Beckman rotor JS-13, with both 15 ml and 10 ml adapters. 15 ml adapter is blue rubber, 10 ml is white plastic (stored in cold room; adapters that are weight matched are numbered the same).
   2. Make sure tubes that will be across from each other are balanced!!!! Add HB to tubes to match weight. (be within 0.05 g of each other)
   3. Spin for 6 min at 5000 rpm (~4000 x*g*)at 4C.
4. Remove supernatant. Place in new centrifuge tube.
5. Spin
   1. Use Beckman rotor JS-13 with 10 and 15 ml adapters.
   2. Make sure tubes are balanced to within 0.02 g.
   3. Spin for 20 min at 11,750 rpm (~20,000 x*g*) at 4C.
6. Transfer lysate into 15 ml conical tube using transfer pipet.
7. Perform Trizol extraction on 100 ul of lysate to determine concentration of total RNA.
   1. Add 400 ul Trizol (4X vol) to pooled eluate. Incubate 5 min at RT.
   2. Mix well, then add 100 ul (1X vol) chloroform. Incubate 10 min at RT.
   3. Mix, then spin for 15 min at 14000 rpm at 4C.
   4. Remove aqueous layer to new tube.
   5. Extract with equal volume chloroform. Spin for 10 min at 14000 rpm at 4C.
   6. Remove aqueous layer to new tube.
   7. Add equal volume isopropanol. Incubate RT 10 min.
   8. Spin for 25 min at 14000 rpm at 4C.
   9. Wash pellet 2X with 70% EtOH.
   10. AIR DRY PELLET! Resuspend in 32 ul DEPC-H2O.
   11. Dilute 1:50, take A260 reading to determine concentration for later use.
   12. Example: if concentration is 1 ug/ul, then in 30 ul there is 30 ug total RNA, which came from 100 ul lysate. Therefore 100 ul lysate = 30 ug total RNA.
8. Aliquot remaining lysate into microfuge tubes tubes in 0.5 ml aliquots.
9. Flash freeze in liquid nitrogen; store at -80C until ready to do immunoprecipiation.

**Immunoprecipitation.**

1. Prepare homogenization buffers (amounts vary depending on # of IPs).
   1. Need 4 ml HB to equilibrate beads and < 1 ml for IP (see step 5 below).
   2. Need 12 ml low-salt HB to wash beads post-IP.
2. Prepare anti-FLAG M2 agarose beads (all spins at 3500 rpm for 5 min at 4C)
   1. Remove 100 ul aliquot of beads (at –20C) for each IP.
   2. Wash 2X with 1 ml RNase-free 0.1M glycine, pH 3.5.
   3. Wash 4X with 1 ml HB.
3. Store at 4C until ready to use.
4. Determine amount of lysate which corresponds to 200 ug total RNA (see Obtain L2 lysates, step 18, above).
   1. Example: if in 100 ul lysate there is 30 ug total RNA, then for 200 ug total RNA you would need 660 ul lysate.
5. Add lysate to 100 ul prepared anti-FLAG M2 agarose beads.
   1. add HB to 1 ml, then add 10 ul rRNasin, 8 ul vanadyl ribonucleoside complex,
6. Incubate for 2 hrs at 4C on nutator.
7. Spin beads down at 3500 rpm, 4C, 3 min.
8. Remove supernatant. Add 1 ml low-salt HB, transfer to RNase-free 2 ml microfuge tube. Add 1 ml low-salt HB to rinse 1.5 ml IP tube, then combine with beads in 2 ml tube.
9. Mix well, spin as above.
10. Wash beads 2X with 2 ml low-salt HB Buffer, as above.
11. Wash beads 3X with 2 ml low-salt HB, placing on nutator at 4C for 30 minutes.
12. After final wash, remove all but 500 ul HB
    1. transfer remaining 500 ul HB + beads to 1.5 ml microfuge tube. Rinse 2 ml tube with 500 ul HB then add to beads in 1.5 ml tube. Spin down, remove supernatant.
13. Elute:
    1. Add 125 ul elution buffer (preheated to 65C) and 10 ul rRNasin to beads.
    2. Tape microfuge tubes to glass hybridization tube. Rotate for 30 min in hybridization oven set to 65C.
    3. Spin down beads (3500 rpm for 5 min at 4C).
    4. Remove eluate to 1.5 ml microfuge tube on ice.
    5. Repeat elution, then pool eluates. (If residual beads present, spin down again, then remove supernatant for extraction).
14. Extract RNA
    1. Add 1 ml Trizol (4X vol) to pooled eluate. Incubate 5 min at RT.
    2. Mix well, then add 250 ul (1X vol) chloroform. Incubate 10 min at RT.
    3. Mix, then spin for 15 min at 14000 rpm at 4C.
    4. Remove aqueous layer to new tube.
    5. Extract with equal volume chloroform. Spin for 10 min at 14000 rpm at 4C.
    6. Remove aqueous layer to new tube.
15. Precipitate RNA
    1. Add equal volume isopropanol. Incubate RT 10 min.
    2. Spin for 25 min at 14000 rpm at 4C.
    3. Wash pellet 2X with 70% EtOH.
    4. AIR DRY PELLET!
16. Resuspend IPed mRNA in 12 ul DEPC-H2O.
17. Take a spec reading:
    1. Add 2 ul RNA to 98 ul DEPC-H2O (1:50 dilution).
    2. Take A260 reading (I read same sample twice).
    3. Determine concentration
       1. Avg. A260 x 40 ug/ml x 50 (dil. factor)/1000 = amt RNA (ug/ul)
18. If necessary, dilute a portion to 100 ng/ul. Remove 3 ul for bioanalysis.
19. Dilute a portion to 25 ng/ul. Add 1 ul (25ng) RNA to 9 ul DEPC-H2O in a 0.5 ml RNase-free microfuge tubes—use for amplification.
20. Store RNA at –80oC.

How the deposited data were processed for this re-analysis (not part of the article)

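Gene expression in embryonic A-class motor neurons was measured on Affymetrix C. elegans GeneChips: 3 arrays of unc-4::GFP cells sorted from embryonic cultures after 24 hours (about 90% GFP-positive) and 4 arrays of all viable cells from wild-type cultures, the embryonic reference. Each array was made from 100 ng of total RNA amplified in 2 rounds and labeled with biotin. Groups and replicate numbers were taken from the sample labels and the paper's methods. Precision is limited by the number of arrays.

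The authors deposited 1 intensity per probe set and array, normalized by RMA and given on a linear scale. RMA is named in the submitters' processing notes and in the paper's methods; its version and the set of arrays normalized together are not given in the sources used here. The deposited records of each hybridization gave the chip lot, the fluidics module and the hybridization day, which were used only to test batches. No column of the value table was without a sample (0 columns). No arrays of the embryonic pan-neural, larval pan-neural, larval A-class or muscle profiles were analysed here.

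From the deposited intensities, log2 was taken without a pseudocount and no probe set was left out. A-class and reference were compared with limma (version 3.58.1 in R 4.3.3, lmFit and eBayes), on all 7 arrays without covariates, with Benjamini-Hochberg adjustment over 22548 probe sets. A gene was called higher or lower at an adjusted p under 0.01 and a difference of at least 1.7-fold. The first limit is the paper's false discovery rate for its pan-neural and larval A-class datasets. The paper's text gives neither this rate nor a fold limit for the embryonic A-class list, and 1.7 is the smallest fold in its table. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

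Gene names came from the platform annotation of the array, which pairs 20766 probe sets with 1 symbol, 887 with several and 895 with none. Only probe sets with 1 symbol name a gene, which gave 17118 genes. A gene with several probe sets is represented by the one specific to it by its suffix (_at before _s_at before other suffixes), then by the highest mean intensity. For 304 genes the probe sets disagreed with the call or with each other, among them 139 called genes. No genome coordinates were used, because the build behind the array's design is not named.

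Before the data were examined, the test, the thresholds, the gene lists, the alternatives and the rule for the genes named in the text were fixed. The rule takes every gene that the paper names for the embryonic A-class profile or as a marker of other cells, the 10 genes with the largest and the 10 with the smallest log2 fold change among those that passed with every A-class array on 1 side of every reference array, and in each list up to 4 members that passed with the largest change in the direction most members take (all where 5 or fewer passed). The fold changes in the paper's tables had been seen when it was fixed. A few genes of lists named outside this rule were chosen after their values were seen.

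In all, 115 gene lists were tested with limma's camera, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the lists at 0.05, and again with an estimated correlation. They are 34 lists of functions, gene families and cell types, 41 categories of the paper's larval pan-neural list, 36 categories of its embryonic pan-neural list, both of these lists in full, the paper's top-50 muscle genes and its genes with an N1-box motif. With the estimated correlation 0 lists passed, and the smallest adjusted p was 0.644. Counts adjusted over the list alone apply the Benjamini-Hochberg step to the members of 1 list. Overlaps were tested with Fisher's exact test, two-sided, among the 17118 genes. The larval A-class list was used only through the 162 probe sets shared with the embryonic one, since the copy at hand holds 198 of its probe sets.

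The limma and SAM steps were tested on simulated data for this comparison: 5 runs of 22548 probe sets with known changes. Of 500 probe sets changed 2-fold, limma called 190 (38%) in the right direction, and of 500 changed 4-fold it called 415 (83%). SAM called 41.6% and 84%. Each called 3 unchanged probe sets. The noise was drawn independently without batches, and each run changed fewer probe sets than were called in the real comparison. These shares are therefore not the sensitivity of that comparison.

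The alternatives were SAM on log2 or linear values at a 1% false discovery rate, limma with a trend and robust variance, a limit of 1.5-fold, an adjusted p under 0.05, leaving out the dimmest 30% of probe sets, quantile normalization once more, median centering, log2 of the value plus 50, only probe sets ending in _at, any probe set of a gene, the replicate number as a block, the fluidics module as a block, and leaving out each array in turn. After the data were seen, 4 more were added: the hybridization day as a random block, the arrays of fluidics module 1 alone, SAM at a 5% false discovery rate, and the acetylcholine list without unc-4. Chip lot (2 lots) could not be tested because 0 lots held both groups.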

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

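All the tests of explanations in this part were chosen after the results they bear on had been seen. The counts of genes higher and lower in A-class cells were set against all 35 splits of the 7 arrays into groups of 3 and 4. The real split gave 377 genes higher and 565 lower and the highest of the other splits gave 0 for each. So 1 split of 35 reached either count, which is the smallest share that these splits can give. Every other split mixes arrays of both groups, so the difference between the groups adds to the spread within them and lowers the counts. The splits therefore cannot exclude chance as the source of the counts.

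Among the 10 genes most enriched in embryonic A-class cells, 8 are not discussed in the paper's text. Their log2 fold changes from limma were 4.19 for the globin gene glb-22, 4.09 for F47D12.3, 3.81 for nssp-78, 3.48 for the neuropeptide gene nlp-9, 3.40 for the collagen gene sqt-1, 3.38 for dpy-20, 3.36 for Y7A5A.3 and 3.23 for C38D9.2. They were singled out because the text does not discuss them, although Table 1 lists nlp-9, and all had every A-class array above every reference array. The call of glb-22 was lost with SAM on linear intensities at a 1% false discovery rate; the cause was not tested. That of Y7A5A.3 was lost without any A-class array or reference replicate 2 or 4 (adjusted p up to 0.0153 from limma), and with the fluidics module as a block (0.0118, log2 fold change 2.97).

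The gene dpy-20 encodes a zinc finger protein needed for normal body shape, and had an intensity of 537 ± 29.1 (SD, n = 3 arrays) in A-class cells against 52.5 ± 11.4 (SD, n = 4 arrays) in the reference. Hypodermal cells in general are argued against, because the median log2 fold change of the hypodermis list was -0.55, with every A-class array below every reference array, and its cuticle genes dpy-17 (-2.87) and dpy-2 (-1.99) were lower, although the collagen gene sqt-1, which is not in the list, was higher (3.40) and 1 member was higher and 3 were lower when adjusted over the list alone. A candidate explanation that stays open is extra copies of dpy-20 carried with the GFP transgene, since rescue of dpy-20 mutants is a common marker of transformation. In the paper's embryonic pan-neural list, which comes from another GFP strain, dpy-20 has a fold of 20.6 (the paper's value), which extra copies in both strains would give and which neuronal expression of the gene would give too. Cell type and transgene differ together between the groups, so these cannot be told apart here.

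The list of genes of DNA replication and cell division was lower than other genes with camera's preset correlation, with a median log2 fold change of -0.86, 12 of 38 lower and 1 higher, and adjusted p = 0.644 with an estimated correlation. Under 3 other scalings of the deposited values the median nearest to 0 was -0.59, and the list stayed past its threshold with camera's preset correlation. These scalings start from values that the authors had already normalized, so they cannot decide whether that normalization was the cause. The fluidics module is argued against, since with the module as a block the median was -0.75, and it was -0.72 and -0.83 within the 2 modules. Reference replicate 3 was alone in its module and adds nothing to these comparisons. Chip lot and hybridization day cannot be told apart from the cell type, as 0 lots and days held both groups. A difference between post-mitotic motor neurons and a reference with dividing cells stays open as the biological explanation given by the design, and it was not tested.

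Replicate 2 of the A-class arrays stood apart from the other two, with coefficients of determination of 0.893 and 0.894 against 0.947 between replicates 1 and 3. Quantile normalization once more evened out the interquartile ranges (from 1.78 to 2.02 for replicate 2, with 2.01 for the others). The highest value with replicate 2 was still 0.893. This cannot decide whether a narrower range of intensities on that array was the cause, since a linear change of range leaves the coefficient of determination as it is. A larger share of other cell types stays open: the synaptic vesicle list lay nearer to the reference on replicate 2 (0.544, against 1.06 and 0.947 on replicates 1 and 3), as did 1 of 4 lists of other cell types called lower (hypodermis, by 0.129). Against it, the touch neuron list lay farther away by -0.535, more than the SD of its reference arrays of 0.229. The body muscle and GABA neuron lists lay farther by -0.151 and -0.192, within their SDs of 0.207 and 0.247. The shift of the hypodermis list was within its SD of 0.136 too. No biological explanation was tested, since the labels give no condition that differs between the A-class replicates.

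In 13 of 205 values tested, 1 of the 4 reference arrays lay far from the other three, measured as its gap to the nearest array over the whole range; chance gives about 1 in 20. The share was 0.99 for F26E4.5, 0.886 for dpy-20, 0.897 for flp-2, 0.858 for myo-2 and 0.84 for nlp-15, each with reference replicate 1 apart. It was 1 for kin-2, 0.837 for nhr-3, 0.879 for ptrg-1, 0.954 for unc-2 and 0.884 for zyg-9 with reference replicate 3 apart, 0.859 for atp-2 with replicate 2 apart and 0.856 for gta-1 with replicate 4 apart. For the coefficient of determination with the mean of the reference arrays it was 0.846, with replicate 2 at 0.991 and the others at 0.979 on average.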

How the results depend on the processing

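The hybridization day as a random block, module 1 alone, SAM at a 5% false discovery rate and the acetylcholine list without unc-4 were chosen after seeing the data; the other alternatives were fixed before. Of 202 named genes, 169 passed, and all 169 kept their direction in every one of the latter. For each called gene every A-class array lay on 1 side of every reference array. Leaving out an array, other limits or a block could therefore not turn the direction. Of the 169, 32 passed in every one of these alternatives and 69 whenever 1 array was left out. Of the 33 others, 18 passed in some of them. For the lists, 594 values under alternatives stayed on the same side of the threshold, 25 lost their call, 21 gained one and 0 turned in camera's direction, while 2 medians of lists that had passed changed sign (heat shock genes and ribosomal proteins, below). With the preset correlation the synaptic vesicle and DNA replication lists passed in every alternative run (with the estimated one neither did, adjusted p = 0.644), with medians of 0.45 to 1.34 and of -0.96 to -0.59. Of the 169 genes, 49 passed with the fluidics module as a block and 120 did not. The overlap of the genes higher with the larval pan-neural list was 3.56 to 6.48 times the expected one and with the embryonic list 4.67 to 6.66 times, where the expected one is of independent lists and leaves out the reference that the embryonic list shares. Simulated unchanged groups shared a median of 162.5 genes against the 202 seen, but they hold no real difference and cannot show the part that the shared reference has in the overlap. The acetylcholine list passed with unc-4, whose promoter marked the sorted cells, and not without it (median 0.33). The cause of the changes below was not tested, unless fewer arrays or genes are named. How far background limits the signal of dim genes was not tested, since adding 50 to each value shrinks the folds of dim genes by construction.

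With an adjusted p under 0.05, 684 genes were higher and 1120 lower (899 and 1570 probe sets), and 81.0% of the paper's embryonic A-class list was higher. With log2 of the value plus 50 these were 187 and 251 genes (239 and 363 probe sets), 19.6% of the list, and the germline list passed (median 0.12). With only probe sets ending in _at, where fewer are tested, they were 295 and 340 genes (326 and 393 probe sets); medians were 0.27 for nAChR genes, -0.032 for innexins, -0.20 for body muscle, -0.28 for touch neurons and 0.032 for heat shock genes (where camera's direction stayed down), none past the threshold, and 0.45 for axon guidance, which passed. Quantile normalization once more gave 49.1% of calls as higher against 40.0%, medians of 0.40 for axon guidance, 0.26 for germline and 0.13 for the larval pan-neural list, which passed, and -0.057 for ribosomal proteins, which did not. Without the dimmest 30% of probe sets the medians were 0.26 for nAChR genes, -0.25 for innexins, -0.58 for GABA neurons and -0.15 for ribosomal proteins, none past the threshold, and 0.12 for the larval pan-neural list, which passed; the coefficient of determination was 0.922 for reference pairs and 0.848 for A-class pairs. On linear values it was 0.922 for reference pairs.

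The replicate numbers do not pair the arrays: deviations of same-numbered arrays correlated at 0.113, -0.172 and -0.0787. With the replicate block, which leaves fewer degrees of freedom, 69 genes were higher and 78 lower (89 and 112 probe sets), with 7.34% of the paper's list, and axon guidance (0.42), pharynx muscle (-0.38) and germline (0.25) passed. With the fluidics module as a block, which leaves 3 residual degrees of freedom in place of 5, the counts were 73 and 80 genes (91 and 131 probe sets), with 7.74% of the list; pharynx muscle (-0.45) and germline (0.27) passed and ribosomal proteins (-0.018) did not. With the hybridization day as a random block (correlation 0.433) they were 141 and 181 genes (179 and 257 probe sets), with 15.1% of the list, and camera was not run. On the 4 arrays of module 1 alone, 2 of each group, limma called 0 genes and 0 probe sets in either direction (0% of the list), where 1849 genes were higher and 1842 lower at an unadjusted p under 0.05; medians were 0.33 for acetylcholine use, 0.15 for nAChR genes, 0.056 for ribosomal proteins, 0.32 for the proteasome, -0.012 for major sperm proteins and 0.20 for the synaptic vesicle genes of the larval pan-neural list, none past the threshold, and -0.68 for pharynx muscle, which passed. SAM at a 5% false discovery rate gave 790 and 1226 genes (1037 and 1744 probe sets) and 92.8% of the list.

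Leaving out 1 array at a time gave 135 to 355 genes higher (fewest without reference replicate 2, most without A-class replicate 2, where 49.9% of calls were higher) and 172 to 542 lower (fewest without reference replicate 2, most without reference replicate 1), or 176 to 468 and 239 to 769 probe sets and 14.9% to 36.6% of the paper's list. Over these sets the medians were 0.23 to 0.29 for nAChR genes, -0.23 to -0.15 for innexins, 0.18 to 0.44 for axon guidance, -0.45 to -0.27 for pharynx muscle, -0.69 to -0.53 for GABA neurons, 0.21 to 0.31 for germline, -0.21 to -0.018 for ribosomal proteins, 0.070 to 0.14 for the larval pan-neural list and 0.36 to 0.61 for its synaptic vesicle genes. SAM, the fold and adjusted p limits and any probe set of a gene do not apply to camera.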

Differences from the paper's values

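The paper lists 995 probe sets as enriched in embryonic A-class motor neurons (the paper's value), and 496 were higher here at an adjusted p under 0.01 from limma and at least 1.7-fold. The paper's text states neither a fold limit nor a false discovery rate for this list. Of the alternatives set before the data were examined, an adjusted p under 0.05 (899 probe sets) and SAM on log2 values at a 1% false discovery rate (692) gave probe set counts within 1.5 times of the paper's. SAM on linear intensities (553), limma with a trend and robust variance (481), 1.5-fold (558), leaving out the dimmest 30% (526), quantile normalization once more (638), median centering (508), log2 of the value plus 50 (239), only probe sets ending in _at (326), any probe set of a gene (496), the replicate block (89), the fluidics module as a block (91) and leaving out any 1 array (176 to 468) did not. SAM on log2 values at a 5% false discovery rate, which was chosen after seeing the values, gave 1037 probe sets and left out 72 of the paper's 995. These counts can hold several probe sets of the same gene, so they may not be in the same unit as the paper's list. That list covers 932 genes here. With 1 probe set for each gene, 684 genes were higher at an adjusted p under 0.05. SAM on log2 values gave 529 genes at 1% and 790 at 5%. By genes, SAM at 1% was not within 1.5 times of the list. All 995 had a higher mean here, 430 of them (43.2%) passed, 806 passed at an adjusted p under 0.05, and the ratio of group means was 0.972 to 1.03 times the paper's fold (Spearman's rho 0.981 across probe sets). Of the 66 probe sets that passed outside the list, 61 belong to a gene with another probe set in it.

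For kin-2 the paper's table gives a fold of 2 (the paper's value), and the probe set that stands for the gene here had 0.958. The paper's value is from another probe set, which was higher by 0.97 on the log2 scale here. No alternative that gave a value brought the representative within 1.5 times of the paper's; the alternative with only probe sets ending in _at gave none, because the gene has no such probe set. For rgs-6 the paper gives 4.3 (the paper's value) and the representative here had 2.26 under the planned choices, with no alternative within 1.5 times; the paper's probe set for rgs-6 was higher by 2.16 on the log2 scale here. For the other 45 of 47 genes that the paper names from this list, the folds were within 1.5 times of each other or differed by less than the replicate SD. Among them were unc-3 (the paper's value 3, here 4.48), nhr-3 (the paper's value 1.9, here 2.67) and unc-5 (the paper's value 1.8, here 1.40), for which the table's probe set is another than the one used here. For lin-17 (the paper's value 1.7, here a log2 fold change of 0.39) the other probe set, with a log2 fold change of 0.76, is nearer to the paper's fold.

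The paper's text names 47 genes that are in its list, among them unc-22, which the text names as a muscle gene depleted from the larval A-class profile, and 26 of the 47 were higher here. The other 21 did not pass, and 14 of these passed at an adjusted p under 0.05: acr-14, cha-1, dop-1, flp-4, flp-5, gpc-2, nhr-182, rab-3, rgs-1, snt-1, tag-68, unc-22, unc-6 and unc-9. With SAM on log2 values at a 1% false discovery rate 4 passed (acr-14, dop-1, flp-4 and unc-6), and with SAM on linear intensities gpc-2 and rgs-1 did. Limma with a trend and robust variance gained acr-14 and flp-4, leaving out the dimmest 30% gained acr-14, dop-1 and flp-4, and quantile normalization once more gained acr-14, dop-1, flp-4, unc-22 and unc-9. With any probe set of a gene kin-2 and rab-3 passed. Without A-class replicate 2 acr-14, dop-1, tag-68 and unc-9 passed, without reference replicate 1 flp-4 and rgs-1 did, and without reference replicate 3 gpc-2 did. The 6 genes casy-1, clr-1, lin-17, pkc-1, syg-1 and unc-5 passed in none of the alternatives set before the data were examined. With SAM at a 5% false discovery rate, which was chosen after seeing the values and drops 72 of the paper's 995 probe sets, 18 of the 21 passed, and lin-17, unc-5 and kin-2 did not.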

Other observations

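The lists and tests in this part were fixed beforehand, apart from the values within single fluidics modules and the simulation of the shared reference, which were chosen after the results were seen, as were the genes nlp-57, nlp-81 and cpar-1, for which no array was left out in turn. With the fluidics module as a block twk-49, twk-46, nlp-9, nlp-21, mcm-7, cyb-3 and col-130 kept their calls, and the other genes named in this part as higher or lower lost theirs, with nlp-57, nlp-81 and cpar-1 at log2 fold changes of 1.34, 1.22 and 2.08 and adjusted p of 0.0172, 0.0166 and 0.0122 from limma. Several genes of membrane excitability and neuropeptide signaling were higher in embryonic A-class cells. Of 44 genes of the TWK family of two-pore potassium channels, which set the resting potential, 5 were higher and none was lower, or 6 and 1 when adjusted over the list alone. The transcript of twk-49 had an intensity of 2908 ± 576 (SD, n = 3 arrays) against 367 ± 131 (SD, n = 4 arrays) in the reference, a log2 fold change of 3.03 (adjusted p = 0.000573 from limma), and twk-46 had 1222 ± 88.6 against 217 ± 40.3, a log2 fold change of 2.51 (adjusted p = 0.000309). Both passed whichever array was left out. The others were twk-30 (1.81), twk-13 (1.47) and twk-40 (1.32), whose calls were all lost without A-class replicate 2 or reference replicate 2. Those of twk-30 and twk-13 were also lost without A-class replicate 1, that of twk-40 without A-class replicate 3 or reference replicate 4, and those of twk-13 and twk-40 without reference replicate 1 or 3 (adjusted p up to 0.0164, 0.0224 and 0.0221). The family as a whole did not differ from other genes (median 0.0047, adjusted p = 0.405 from camera). Of 58 nlp neuropeptide genes, 5 were higher and 1 was lower, with the same numbers when adjusted over the list alone. These were nlp-9 (2229 ± 524 against 203 ± 69.1, adjusted p = 0.000375 from limma), nlp-21 (log2 fold change 2.42), nlp-15 (1.38), nlp-57 (1.36) and nlp-81 (1.25), and nlp-8 was lower (-1.86). The call of nlp-15 was kept only without A-class replicate 1 or reference replicate 1 (adjusted p up to 0.017 otherwise), and that of nlp-8 only without reference replicate 1 (up to 0.0261 otherwise). The family did not differ from other genes (median -0.067, adjusted p = 0.763 from camera). Of 24 insulin-like genes, ins-1 was higher (1.30, adjusted p = 0.00283 from limma, with the call lost without A-class replicate 1 or 3 or reference replicate 2, adjusted p up to 0.013), with 1 higher and none lower also when adjusted over the list alone, and the family did not differ (median 0.15, adjusted p = 0.23 from camera).

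Lists of dividing cells, hypodermis, body muscle, touch neurons and GABA neurons were lower than other genes with camera's preset correlation, while the paper's top-50 muscle genes were not. Of 38 genes of DNA replication and cell division, 12 were lower and 1, the CENP-A gene cpar-1, was higher (log2 fold change 1.97), or 20 and 1 when adjusted over the list alone. The replicative helicase transcript mcm-7 had 73.8 ± 12.1 (SD, n = 3 arrays) against 962 ± 282 (SD, n = 4 arrays), a log2 fold change of -3.66 (adjusted p = 0.000341 from limma), and the cyclin B3 transcript cyb-3 had 329 ± 97.1 against 1509 ± 269 (-2.22, adjusted p = 0.000925). The list was lower than other genes (adjusted p = 4.63e-11 from camera, and adjusted p = 0.644 with an estimated correlation, a value shared by the hypodermis, body muscle, touch neuron, GABA neuron and heat shock lists). Of 21 hypodermis genes 2 were lower and none was higher, or 3 and 1 when adjusted over the list alone (adjusted p = 0.00439 from camera; median -0.58 with the fluidics module as a block, and -0.59 and -0.52 within the 2 modules). Of 28 body muscle genes 2 were lower, unc-87 (-2.29) and tnt-3 (-1.66), or 5 when adjusted over the list alone, and none was higher (median -0.43, adjusted p = 0.00227 from camera; -0.51 with the block, and -0.55 and -0.47 within the modules; -0.20 with only probe sets ending in _at, where the list did not pass, adjusted p = 0.399). The paper's top-50 muscle genes had a median of 0.10, with 0.0911, 0.128 and 0.0666 on the A-class arrays and at most 0.0386 on the reference arrays. The call of tnt-3 was lost without any array other than reference replicate 3 (adjusted p up to 0.0298 from limma). Of 9 genes of touch neurons mec-7, a beta-tubulin gene, was lower (245 ± 31.3 against 858 ± 391, log2 fold change -1.72, and -0.19 for its other probe set), or 4 when adjusted over the list alone (median -0.78, adjusted p = 0.00227 from camera; -0.83 with the block, and -0.92 and -0.46 within the modules; -0.28 with only probe sets ending in _at, where the list did not pass, adjusted p = 0.621, and -0.39 with log2 of the value plus 50). The call of mec-7 was lost without any array other than reference replicate 1 (adjusted p up to 0.0259). None of 5 genes of GABA neurons passed, also when adjusted over the list alone, and all 5 had a lower mean (median -0.58, adjusted p = 0.0286 from camera; -0.69 with the block, and -0.94 and -0.28 within the modules; not past the threshold without the dimmest 30% of probe sets or without A-class replicate 2, adjusted p = 0.067 and 0.0805). Of 13 heat shock genes 4 were lower and none was higher, also when adjusted over the list alone: hsp-17 (-2.14), hsp-43 (-1.67) and the endoplasmic reticulum chaperone genes hsp-3 (-1.37) and hsp-4 (-1.19). The call of hsp-4 was lost without A-class replicate 3 or reference replicate 2 (adjusted p up to 0.0118 from limma), and that of hsp-43 without these, A-class replicate 1 or reference replicate 3 (up to 0.0227). Their median was -0.70 (adjusted p = 0.003 from camera; -0.72 and -0.51 within the modules), with -0.43 without reference replicate 1, and 0.032 with only probe sets ending in _at, where the list did not pass (adjusted p = 0.448).

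Of 33 proteasome genes 2 were higher, 31 did not pass and none was lower, or 4 higher and 1 lower when adjusted over the list alone. The list was higher than other genes with camera's preset correlation only (median 0.41, adjusted p = 0.00146 from camera, and adjusted p = 0.654 with an estimated correlation; 0.37 with the fluidics module as a block, and 0.32 and 0.50 within the modules, with adjusted p = 0.178 on module 1 alone). The higher genes were pbs-1 (0.97, with the call lost without A-class replicate 3 or reference replicate 2, adjusted p up to 0.0131 from limma) and pas-2 (0.94, lost without any 1 array, up to 0.0365). No gene passed among 63 ribosomal protein genes (median -0.15, adjusted p = 0.0311 from camera, and adjusted p = 0.85 with an estimated correlation) or 23 major sperm protein genes (median -0.41, adjusted p = 0.000847 from camera, and adjusted p = 0.785 with an estimated correlation), also when adjusted over each list alone. The median of the ribosomal list was -0.018 with the block, and 0.056 and -0.17 within the modules, so its direction did not hold in both. It did not pass with the block (adjusted p = 0.467), after quantile normalization once more (-0.057, 0.128), without the dimmest 30% of probe sets (0.183), without A-class replicate 1 (-0.021, 0.245), without reference replicate 1 or 3 (0.118 and 0.493) or on module 1 alone (adjusted p = 1). The median of the sperm list was -0.29 with the block, -0.012 and -0.73 within the modules (adjusted p = 0.549 on module 1 alone), and -0.24 with log2 of the value plus 50.

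The remaining lists did not pass with camera. Of 21 genes of mitochondrial respiration, ucr-2.1 was higher (1.75) and atp-2 (-1.60), atp-1 (-1.09) and isp-1 (-0.85, and -0.71 with an adjusted p of 0.0144 for its other probe set) were lower, with a median of 0.024, a mean of -0.049 and an adjusted p of 0.438. The calls of atp-1 and isp-1 were kept only without A-class replicate 2 (adjusted p up to 0.0145 and 0.0238 from limma otherwise). Of 128 collagen genes col-130 was higher (1.77) and col-121 lower (-2.32, with the call lost without A-class replicate 1 or 3, adjusted p up to 0.0125 from limma), with a median of 0.023, a mean of -0.053 and an adjusted p of 0.538. Of 43 glutathione S-transferase genes gst-31 was higher (1.84) and gst-19 lower (-1.48), with an adjusted p of 0.499. The call of gst-19 was lost without any 1 array and that of gst-31 without any A-class array or reference replicate 2 or 3 (adjusted p up to 0.014 and 0.0191 from limma). Of 16 germline genes gld-1 was higher (1.57, and 0.71 with an adjusted p of 0.0117 for its other probe set, with the call lost without any A-class array or reference replicate 2, adjusted p up to 0.0164 from limma), with a median of 0.26 and an adjusted p of 0.0511 from camera, which fell under 0.05 with the block (0.0418), after quantile normalization once more (0.0223), with log2 of the value plus 50 (0.0424), and without A-class replicate 3 or reference replicate 3 or 4 (0.0267, 0.0429 and 0.0359). These counts were the same when adjusted over each list alone. No gene passed among 8 of pharynx muscle (median -0.36, adjusted p = 0.0511, and 0.0203 with the block, 0.0134 on module 1 alone, and 0.0221, 0.037 and 0.0222 without A-class replicate 3 or reference replicate 2 or 3), 17 of the intestine (-0.079, 0.472), 8 of aminergic neurons (-0.14, 0.348), 2 of glutamate neurons (0.14, 0.909), 5 of glia (-0.075, 0.707, with 1 lower when adjusted over the list alone) and 2 of coelomocytes (-0.045, 0.707). Nor did any of 27 genes of ciliated neurons, with a median of 0.041 and a mean of 0.015 where camera's direction was down (adjusted p = 0.864). The homeobox list had a median of 0.0071 and a mean of -0.037, with camera's direction down.

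Of 230 genes with an N1-box motif, 15 were higher and 15 lower, or 23 and 27 when adjusted over the list alone, with a median of -0.012 (adjusted p = 0.546 from camera). Lists of these sizes would share 5.07 and 7.59 genes by chance (Fisher's exact test, two-sided, p = 0.000185 and p = 0.0134). Of 36 categories of the paper's embryonic pan-neural list, which was made against an embryonic reference too, 18 were higher than other genes with camera and 0 were lower. Categories of these sizes from a simulated unchanged group compared with the same reference arrays as another gave a median of 24 higher and at least 18 over 100 simulations, so the 18 are no more than the shared reference gave in these simulations. The simulated lists hold no real difference, unlike a list chosen on enriched genes, so this count cannot show that the categories hold none. The median of the whole list was 0.42, against at most 0.16 in the simulations. Of 41 categories of the larval list 3 were higher and 0 lower. All lost their call with an estimated correlation.

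The paper discusses acr-16 and snf-11 for other profiles. On these arrays the nAChR subunit gene acr-16 had a log2 fold change of 0.60 (standard error 0.11, adjusted p = 0.00859 from limma), under the fold limit for a call, and the GABA transporter gene snf-11 had -0.86 (standard error 0.25, adjusted p = 0.0477).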
